# Whole-Genome Uterine Artery Transcriptome Profiling and Alternative Splicing Analysis in Rat Pregnancy

**DOI:** 10.3390/ijms21062079

**Published:** 2020-03-18

**Authors:** Kathirvel Gopalakrishnan, Sathish Kumar

**Keywords:** pregnancy, uterine arteries, RNA-seq, alternative splicing, transcriptome

## Abstract

During pregnancy, the uterine artery (UA) undergoes extensive remodeling to permit a 20–40 fold increase in blood flow with associated changes in the expression of a multitude of genes. This study used next-gen RNA sequencing technology to identify pathways and genes potentially involved in arterial adaptations in pregnant rat UA (gestation day 20) compared with non-pregnant rat UA (diestrus). A total of 2245 genes were differentially expressed, with 1257 up-regulated and 970 down-regulated in pregnant UA. Gene clustering analysis revealed a unique cluster of suppressed genes implicated in calcium signaling pathway and vascular smooth muscle contraction in pregnant UA. Transcription factor binding site motif scanning identified C2H2 ZF, AP-2 and CxxC as likely factors functional on the promoters of down-regulated genes involved in calcium signaling and vascular smooth muscle contraction. In addition, 1686 genes exhibited alternative splicing that were mainly implicated in microtubule organization and smooth muscle contraction. Cross-comparison analysis identified novel genes that were both differentially expressed and alternatively spliced; these were involved in leukocyte and B cell biology and lipid metabolism. In conclusion, this first comprehensive study provides a valuable resource for understanding the molecular mechanism underlying gestational uterine arterial adaptations during pregnancy.

## 1. Introduction

Pregnancy is one of the most complex reproductive activities of mammals, wherein extensive changes, especially in the uterine arteries (UA), occur to permit the supply of nutrients to the placenta and developing fetus. The diameter of the UA increases by two to three fold from a non-pregnant to late pregnant state in humans and animals [1,2,3], with a striking 20–40-fold increase in UA blood flow [4,5]. To accommodate this increase in uterine blood flow, the uterine vasculature undergoes arterial wall expansion and hyperplasia, a process termed outward hypertrophic remodeling or arteriogenesis [6]. In addition to the structural changes, uterine vascular reactivity is also altered during pregnancy, with the general pattern reduced tone and enhanced vasodilation/blunted vasoconstriction [7]. These differences between pregnancy and non-pregnancy are tightly regulated by the external environment, various endocrine factors, and the expression of a large number of genes [8,9,10].

Studies have indicated that the differential expression of hormone receptor genes (estrogen [*ERα*, *ERβ*, *GPER*] [11,12], relaxin [*RXFP1*] [13], angiotensin [*AT1R*, *AT2R*] [14] and adrenomedullin [*CRLR*, *RAMP*]) [15], calcium and potassium channels [16,17], growth factor genes (vascular endothelial growth factor [*VEGF*], placental growth factor, insulin-like growth factor 1 [*IGF-I*] and bone morphogenetic protein 6 [*BMP6*], vasodilator genes (nitric oxide (endothelial nitric oxide synthase), and hydrogen sulfide [cystathionine β-synthase]) [3,18] in uterine vasculature during pregnancy significantly impact vascular remodeling and vasodilation. Furthermore, several other signaling pathways have been implicated in arterial remodeling, including matrix metalloproteinases (MMP) activation [19], adrenergic influences [20], toll-like receptors [21], cytoskeleton [22], including vimentin [23], and membrane-associated tyrosine kinases such as PYK2 [24]. These studies were conducted in isolation, and surprisingly, no studies have comprehensively examined global transcriptome and the associated pathways involved in normal gestational uterine vascular adaptations.

Another missing link is whether post-transcriptional regulation also contributes to the functions of key genes that modulate pregnancy mediated uterine vascular adaptations. Although the pre-mRNAs are transcribed from a single gene locus, through the alternative splicing, like differential exon inclusion or skipping, the pre-mRNAs can be spliced into different ways to generate divergent isoforms [25,26]. These new isoforms often result in interaction profiles that are divergent from the ‘canonical’ isoform [27]. There is only one study that discovered changes in alternative splicing of guanylyl cyclase, a major vasodilatory mediator, in the pregnant ovine UA [28]. Thus, whether the aberrant splicing of a network of genes occurs in the UA and if they relate to the gestational vascular adaptations has not been explored. Furthermore, alterations in gene expression or posttranscriptional modification have been shown to disturb various critical functions that lead to pregnancy disorders, including fetal growth restriction, gestational diabetes, and preeclampsia [29,30,31,32,33]. However, no studies are available to provide insight into the general vascular transcriptome of the normal term UA. The goal of the current study was to provide the first comprehensive assessment of global transcriptome changes, alternative splicing, and the potential pathways involved in normal gestational uterine vascular adaptations.

## 2. Results

### 2.1. Statistics of the UA Transcriptome

Next-gen RNA sequencing to elucidate the differential transcriptional regulation and alternative splicing between pregnant and non-pregnant UA yielded ~50–80 million 2  ×  125-bp paired-end reads with the Q30 quality score of 89%–90%. 

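RNA was extracted from the UA of 3 pregnant Sprague-Dawley rats on gestation day 20 and 3 non-pregnant rats in diestrus, all 12 weeks old, and each rat gave 1 library. The paper states that poly(A) RNA was enriched and rRNA removed before cDNA synthesis with random primers, whereas the sample labels name rRNA-depleted total RNA. The authors trimmed adaptors with cutadapt, aligned the reads to Rnor_6.0 with Hisat2, estimated transcript abundance with StringTie and calculated FPKM, the number of fragments scaled to transcript length and to the mapped fragments of the library, with ballgown. Their deposited tables give the FPKM of 14743 genes and 18677 transcripts in each of the 6 libraries. The tables also hold the authors' own fold changes, p-values and q-values. According to Table 1 of the paper, 81682276, 62957576 and 73435461 read pairs were obtained for pregnant replicates 1, 2 and 3, and 74182993, 54768093 and 61775409 for non-pregnant replicates 1, 2 and 3. The paper's Q30 values (Supplementary Table S1) ranged from 89.4% in non-pregnant replicate 2 to 90.9% in pregnant replicate 2. The FPKM of all genes summed to between 367215 and 372942 in the pregnant libraries and between 358068 and 367169 in the non-pregnant libraries. FPKM does not give the number of reads on a gene, so the counting error of a single value is unknown and the precision rests on the 3 replicates of each group. For the comparisons, FPKM was transformed to log2(FPKM + 1) and the groups were compared with limma, an unpaired linear model whose variances are shrunk across genes. The median standard error of a log2 fold change was 0.10 over all genes.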

The quality scores for all samples are presented in Supplementary Table S1 and Figure S1. After preprocessing and trimming, ~90% of reads were uniquely mapped on the rat genome assembly Rnor_6.0 (GCA_000001895.4) using hisat2 (Table 1). 

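A gene or transcript was counted as having a signal where its mean FPKM in the group was above 0.1. In non-pregnant UA this held for 14695 genes and 18556 transcripts, and in pregnant UA for 14688 genes and 18567 transcripts. The threshold moved these numbers most when it was raised to a mean FPKM of at least 0.5, which left 14308 genes and 17950 transcripts in non-pregnant UA and 14317 genes and 17906 transcripts in pregnant UA. With an FPKM above 0.1 required in all 3 replicates, 14537 genes and 18004 transcripts were counted in non-pregnant UA and 14597 genes and 18118 transcripts in pregnant UA. Listed at 0 in all 3 replicates were 14 genes and 55 transcripts of the non-pregnant group and 12 genes and 36 transcripts of the pregnant group.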

The StringTie transcript assembly and ballgown expression analysis identified positive transcriptional signal (FPKM reads) for 14,308 genes and 17,950 transcripts in non-pregnant and 14,317 genes and 17,906 transcripts in pregnant UA (Supplementary Tables S2 and S3). The distinguishable gene expressions (for the genes that have the ANOVA *p*-value ≤ 0.05 on FPKM abundance) between groups were confirmed by the principal component analysis (PCA) analysis (Supplementary Figure S2A). Furthermore, the Pearson *R*^2^ score was over 0.92, showing a strong gene expression correlation between the biological samples in both groups (Supplementary Figure S2B). 

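Principal components were computed on log2(FPKM + 1) from which each gene's mean had been subtracted. Over all genes in the table, the first component held 76.5% of the variance, and the pregnant libraries lay at 31.4, 33.5 and 30.3 on it while the non-pregnant libraries lay at -31.2, -28.1 and -35.9. The second component held 9.06% and separated the non-pregnant libraries from each other. Non-pregnant replicate 2 lay at 21.3 on it, and replicates 1 and 3 at -13.3 and -6.25. The pregnant libraries stayed between -5.85 and 3.97. With the 7376 genes that had an unadjusted p of at most 0.05 in limma, the first component rose to 88.2% and the second fell to 4.58%. Those genes were selected for a difference between the groups, so the larger share of the first component is not independent evidence of a separation.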

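The squared Pearson correlation of log2(FPKM + 1) over all genes was 0.979 to 0.984 between pregnant libraries and 0.971 to 0.984 between non-pregnant libraries. Between a pregnant and a non-pregnant library it was 0.887 to 0.907, below every value within a group. Without the logarithm, on which a few abundant genes weigh more, the range was 0.967 to 0.987 within groups and 0.768 to 0.859 between them. At transcript level the values were lower, at 0.937 to 0.959 within groups and 0.870 to 0.887 between groups. These correlations run across genes, which are not independent replicates, and no p-value is attached to them.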

The complete workflow pipeline for sequencing, data processing, differential expression, alternative splicing, and bioinformatics analysis is presented in Figure 1.

### 2.2. Differentially-Expressed Genes (DEGs)

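A gene was called differentially expressed in limma at an unadjusted p of at most 0.05, a change of at least 1.5-fold in either direction and a mean FPKM of at least 0.5 in at least 1 group. This gave 2336 DEGs, of which 1325 (56.7%) were upregulated and 1011 downregulated in pregnant UA. When the unadjusted p was replaced by a Benjamini-Hochberg adjusted p under 0.05, limma called 2307 genes, 1308 upregulated and 999 downregulated. Without the requirement on the fold change, 5973 genes had a Benjamini-Hochberg adjusted p under 0.05 in limma. The FPKM of the 2 groups did not overlap for 8003 genes (54.3%), where 10% would be reached by chance with 3 replicates per group, and for 2302 of the DEGs. The median log2 fold change of all genes was -0.05, and the median standard error among the DEGs was 0.12. By gene type, 2266 DEGs were protein-coding and 61 were lincRNAs. The pseudocount moved the number most, since adding 0.1 in place of 1 to the FPKM gave 3260 DEGs (1762 upregulated, 1498 downregulated) that included 2333 of the 2336. An ordinary linear model per gene, without shrinkage of the variance, gave 2245 DEGs (1275 upregulated, 970 downregulated). All 2245 genes that pass the same thresholds with the authors' deposited p-values and fold changes were among the 2336. With 1 library left out at a time, between 2238 DEGs (without non-pregnant replicate 3) and 2485 DEGs (without non-pregnant replicate 2) were called. At transcript level, 2815 transcripts passed the same thresholds, 1571 upregulated and 1244 downregulated.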

We have identified differential expression of 2245 genes (with R package ballgown- fold change (cutoff 1.5), *p*-value (≤0.05) and FPKM (≥ 0.5 mean in one group)) between pregnant and non-pregnant UA; the majority of them (56.7%, 1275 genes) were upregulated and the remaining (43.2%, 970 genes) were downregulated in pregnant UA compared with non-pregnant UA (Figure 2, Supplementary Table S4).

### 2.3. qPCR Validation of Differentially Expressed Genes

From RNA seq data sets, the expression profiles of the top four up- and down-regulated genes were validated using qPCR analysis. 

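The RNA-seq values of 7 of the genes chosen for qPCR are given here as mean FPKM ± SD of 3 replicates, with the log2 fold change of log2(FPKM + 1), its standard error (SE) and limma's Benjamini-Hochberg adjusted p, and positions are on Rnor_6.0. Esm1 (ENSRNOG00000010797, chromosome 2, 45104305 to 45113131) had 295 ± 20.7 in pregnant and 21.5 ± 1.96 in non-pregnant UA, a log2 fold change of 3.72 (SE 0.09, limma, Benjamini-Hochberg adjusted p = 3.28e-07). Slfn4 (ENSRNOG00000057092, chromosome 10, 70411738 to 70435156) had 183 ± 24.8 and 13.2 ± 0.694, a change of 3.69 (SE 0.10, limma, Benjamini-Hochberg adjusted p = 6.15e-07). For Usp18 (ENSRNOG00000037198, chromosome 4, 153805993 to 153834430), 41.7 ± 5.15 against 3.14 ± 0.219 made a change of 3.36 (SE 0.10), and for Grem1 (ENSRNOG00000026053, chromosome 3, 105203309 to 105214989), 15.0 ± 1.04 against 0.582 ± 0.214 made a change of 3.35 (SE 0.11). Among the downregulated genes, S100g (ENSRNOG00000004222, chromosome X, 33443186 to 33445709) had 0.755 ± 0.382 in pregnant and 258 ± 120 in non-pregnant UA, a change of -7.08 (SE 0.36, limma, Benjamini-Hochberg adjusted p = 7.49e-06). Pcp4 (ENSRNOG00000001628, chromosome 11, 36851038 to 36912229) had 1.58 ± 0.597 and 75.1 ± 40.5, a change of -4.76 (SE 0.36). Col6a4 (ENSRNOG00000031782, chromosome 8, 114670631 to 114766803) had 0.151 ± 0.0477 and 23.1 ± 12.0, a change of -4.23 (SE 0.37).
The 2 groups did not overlap for any of the 7 genes (exact permutation test, two-sided p = 0.1 for each, the smallest that 3 against 3 replicates allow). Non-pregnant replicate 2 had the lowest value of its group for S100g, Pcp4 and Col6a4, for example 118 FPKM of S100g against 326 and 328 in replicates 1 and 3. With each library left out in turn, the change of Esm1 stayed between 3.67 and 3.79 and that of S100g between -7.57 and -6.84. Ranked by log2 fold change among DEGs with a symbol and no overlap between the groups, the largest rises were those of Esm1, Mx1 (3.71), Slfn4, Penk (3.64) and Wisp2 (3.63). Among the largest falls were those of S100g, Pcp4, Col6a4 and Igfbp2 (-3.13). The value of Mx1 is uncertain because its reads can be shared with the near-identical Mx2.

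**Figure D1:**
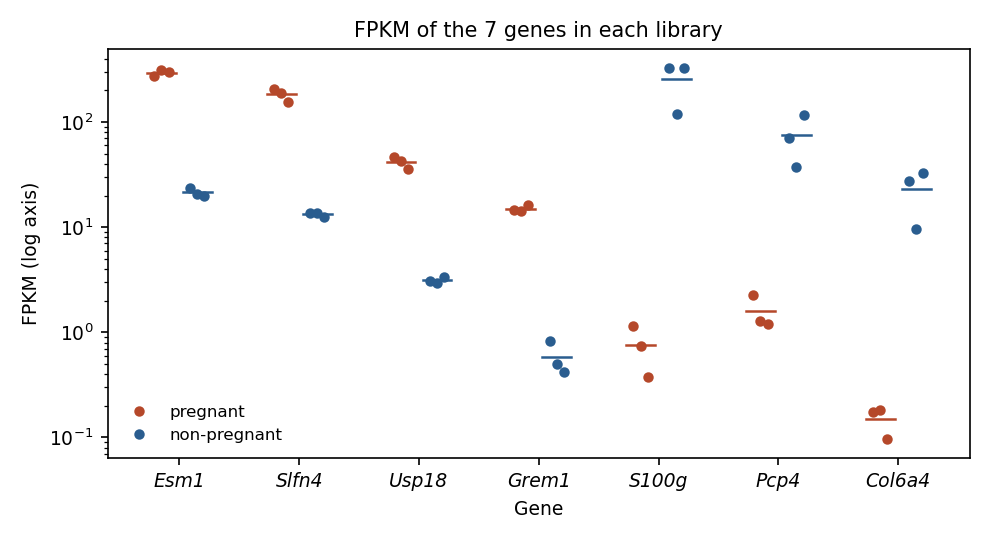
FPKM of the 7 genes in each of the 3 pregnant and 3 non-pregnant libraries on a log axis, with points for libraries and horizontal lines for group means. The pregnant libraries lie above the non-pregnant ones for Esm1, Slfn4, Usp18 and Grem1 and below them for S100g, Pcp4 and Col6a4.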

As shown in Figure 3, the expression of *Esm1*, *Slfn4*, *Usp18* and *Grem1* were upregulated, whereas the expression of *S100g*, *Pcp4*, *Col6a4* and *Trpc3* were downregulated in pregnant UA compared with non-pregnant UA consistent with the RNA-sequencing data.

### 2.4. Functional Enrichment, KEGG Pathway and Clustering Analysis of DEGs

In order to determine the cellular and molecular functions that are activated/ suppressed during pregnancy, we performed pre-ranked gene set enrichment analysis (PGESA) for Gene Ontology (GO). 

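The cellular component terms of Supplementary Table S5 were tested as gene sets with limma's camera, which compares the genes of a set with all other genes, at an inter-gene correlation of 0.01. Of the 30 terms listed, the gene lists of 16 were complete and were tested, and those of the other 14 were incomplete in the copy read here and were not tested, among them the DNA packaging complex, the nucleosome and the protein-DNA complex. Together with the other gene lists of Supplementary Tables S5 to S7 and the marker lists, 71 sets were tested, and the Benjamini-Hochberg adjustment was made over these. The study chose its terms on the same libraries, so a small p is not independent evidence for them. The 12 terms that the paper lists as activated were higher in camera and the 4 that it lists as suppressed were lower, and 10 of the 16 had an adjusted p under 0.05 (limma, Benjamini-Hochberg adjustment). Of the 42 genes of the condensed chromosome kinetochore, 28 were higher in pregnant UA, with a median log2 fold change of 0.49 (limma camera, Benjamini-Hochberg adjusted p = 2.69e-05). The phagocytic cup had 11 of 16 genes higher and a median of 0.40 (limma camera, Benjamini-Hochberg adjusted p = 0.00532). In the glycoprotein complex, whose 17 genes are also those of the dystrophin-associated glycoprotein complex, 1 gene was higher and 16 were lower, with a median of -0.37 (limma camera, Benjamini-Hochberg adjusted p = 4.05e-04). The weakest of the 16 was the microtubule end, with 10 of 22 genes higher and a median of -0.04 (limma camera, Benjamini-Hochberg adjusted p = 0.477). Over all 71 sets, camera called 56, 37 higher and 19 lower. The set test was the choice that moved this number most: fry called 67 sets, 55 of the 56 among them, whereas camera with the correlation estimated for each set called 0, with a lowest adjusted p of 0.0953 (limma, Benjamini-Hochberg adjustment) and 26 sets at an unadjusted p under 0.05.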

With regard to ‘cellular component,’ 21 processes were activated during pregnancy (the top three were DNA packaging complex, nucleosome, protein DNA complex with *p* = 1.34e−03, FDR = 0.05), while 9 were suppressed (top three were glycoprotein complex, nuclear transcription factor complex, acetyltransferase complex, *p* = 2.29e−03, FDR = 0.05). Likewise, with regard to ‘molecular function,’ 16 processes were activated [the top three (FDR = 0.05) were endopeptidase activity (*p* = 7.85e−04), peptidase activity (*p* = 1.88e−03), serine-type peptidase activity (*p* = 8.11e−04),] while 14 processes (FDR = 0.05) were suppressed (the top three were transferase activity (*p* = 1.88e−03), S-adenosylmethionine-dependent methyl-transferase activity (*p* = 1.88e−03) and catalytic activity, acting on a tRNA, (*p* = 1.47e−03)) (Figure 4, Supplementary Table S5).

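Of the 30 molecular function terms in Supplementary Table S5, 19 had complete gene lists, 8 listed by the paper as activated and 11 as suppressed. The other 11, which include endopeptidase, peptidase and serine-type peptidase activity, methyltransferase activity and catalytic activity on a tRNA, were incomplete in the copy read here and were not tested. All 19 had the paper's direction in camera, and 13 (6 higher, 7 lower) had an adjusted p under 0.05 (limma, Benjamini-Hochberg adjustment). In peroxidase activity, 24 of 35 genes were higher in pregnant UA (median log2 fold change 0.31, limma camera, Benjamini-Hochberg adjusted p = 0.00160). In basal transcription machinery binding, 9 of 43 genes were higher and the median was -0.17 (limma camera, Benjamini-Hochberg adjusted p = 0.0139). Antigen binding had 25 of 30 genes higher, a median of 0.62 and a Benjamini-Hochberg adjusted p of 9.10e-07 in limma's camera. However, 16 of its genes are RT1 genes of the rat MHC, whose near-identical copies can share reads. The other 14 genes of antigen binding had a median of 0.10 and an adjusted p of 0.236 (limma camera, Benjamini-Hochberg), whereas leaving out 1 library at a time kept the adjusted p of the whole set between 3.22e-07 and 2.24e-06 (limma camera, Benjamini-Hochberg).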

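Of the 40 KEGG pathways in Supplementary Table S6, the gene lists of 19 were complete, 15 listed by the paper as activated and 4 as suppressed, and the other 21 were incomplete in the copy read here and were not tested. The incomplete lists include systemic lupus erythematosus, phagosome, AMPK signaling, glucagon signaling and vascular smooth muscle contraction. In camera all 19 pathways had the paper's direction, and all 19 had an adjusted p under 0.05 (limma, Benjamini-Hochberg adjustment), although the pathways share many genes and are not 19 separate observations. The highest adjusted p among them was that of fatty acid metabolism, with a median log2 fold change of -0.13 over 47 genes (limma camera, Benjamini-Hochberg adjusted p = 0.0449). With libraries left out in turn, its adjusted p reached at most 0.0832 (limma camera, Benjamini-Hochberg).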

KEGG pathways analysis showed that DEGs were engaged in 32 activated and 8 suppressed pathways in pregnant UA. 

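Graft-versus-host disease had 35 of 36 genes higher in pregnant UA, with a median log2 fold change of 0.81 (limma camera, Benjamini-Hochberg adjusted p = 4.00e-14). Allograft rejection had 34 of 35 genes higher, with a median of 0.87 (limma camera, Benjamini-Hochberg adjusted p = 4.85e-14). Both pathways hold the same 24 RT1 genes. Without them, the remaining 12 and 11 genes had medians of 0.54 and 0.49 and adjusted p of 3.51e-04 and 7.31e-04 (limma camera, Benjamini-Hochberg). Malaria, which holds 0 RT1 genes, had 37 of 40 genes higher and a median of 0.65 (limma camera, Benjamini-Hochberg adjusted p = 1.08e-11), and hematopoietic cell lineage had 52 of 65 genes higher and a median of 0.45. Marker lists of cell types, drawn up from general knowledge and not from these libraries, were tested beside the pathways. All 12 macrophage markers were higher (median 1.29, limma camera, Benjamini-Hochberg adjusted p = 1.62e-10), and all 12 had an adjusted p under 0.05 in limma over all genes and adjusted over the list alone (Benjamini-Hochberg). Adgre1 and Cd163 on this list are also genes that the study names for their splicing. C1qa rose from 64.4 ± 6.08 to 228 ± 28.6 FPKM (SD, n = 3), a log2 fold change of 1.80 (SE 0.11). Of 12 T and NK cell markers, 8 were in the table, and all 8 were higher with a median of 0.47 (limma camera, Benjamini-Hochberg adjusted p = 0.00192). Of these, 6 passed in limma over all genes and 6 adjusted over the list alone, and Cd4 is also named by the study. Interferon response genes, all 16 in the table, were higher for 15 genes (limma camera, Benjamini-Hochberg adjusted p = 2.67e-15), and 15 passed over all genes and 16 adjusted over the list alone. Usp18 on that list was chosen by the study for qPCR, Ifit1 fell by 0.40, and the values of Mx1 and Mx2 are uncertain because their reads can be shared. Mast cell markers (8 of 10 in the table) were higher for all 8 genes with a median of 1.42, and 7 passed over all genes and 7 adjusted over the list alone. For neutrophil markers (6 of 10 in the table), 5 genes were higher with a median of 1.26, and 6 passed in each way. B and plasma cell markers had only 3 of 10 genes in the table, too few for camera, and all 3 were higher with a median of 0.54. Under upper-quartile scaling and quantile normalization the number of higher genes in each of these lists was the same.

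**Figure D2:**
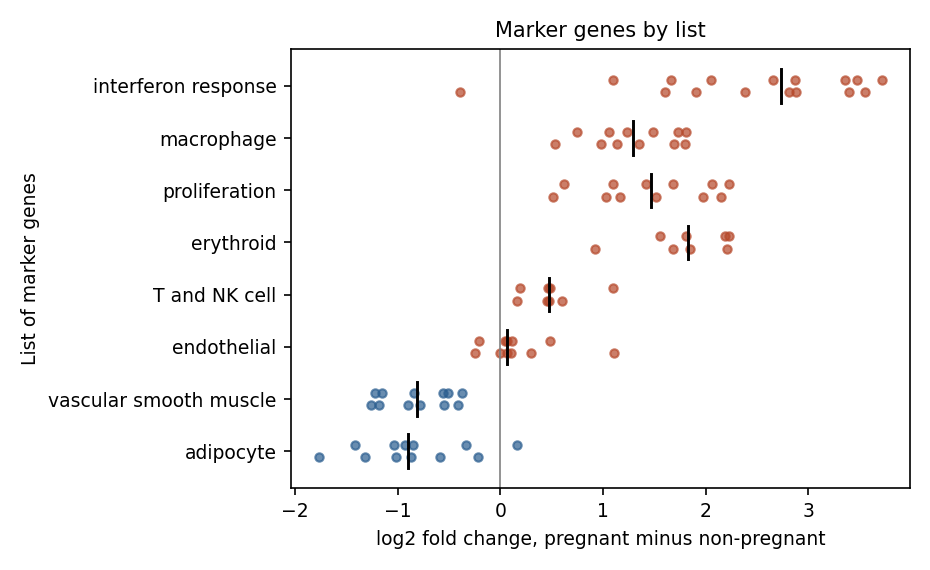
Log2 fold change, pregnant minus non-pregnant, of every marker gene of 8 lists, with 1 point per gene and a black bar at the median of the list. Points of macrophage markers lie to the right of 0, points of vascular smooth muscle markers to the left, and endothelial markers lie around 0 with a median of 0.07.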

The activated pathways mostly involved in immune system development and response with the top four (with lowest p values) being implicated in systemic lupus erythematosus (*p* = 2.20e−04), phagosome (*p* = 1.97e−040), graft-versus-host disease (*p* = 7.03e−04) and allograft rejection (*p* = 7.44e-04). In contrast, the suppressed pathways were widely distributed among various biological, cellular and molecular function with the top four (with lowest *p* values) being implicated in adenosine 5′monophosphate-activated protein kinase (AMPK) signaling pathway (*p* = 8.61e-04), lysine degradation (*p* = 7.03e-04), glucagon signaling pathway (*p* = 4.84e-04), and vascular smooth muscle contraction (*p* = 1.21e-03) (Figure 5, Supplementary Table S6).

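Lysine degradation had 11 of 51 genes higher and 40 lower in pregnant UA, with a median log2 fold change of -0.23 (limma camera, Benjamini-Hochberg adjusted p = 0.0116). Pyruvate metabolism had 5 of 29 genes higher and a median of -0.29 (limma camera, Benjamini-Hochberg adjusted p = 0.00400). Among the marker lists, all 12 vascular smooth muscle markers were lower, with a median of -0.81 (limma camera, Benjamini-Hochberg adjusted p = 2.69e-05), and 4 of them are also in the study's contraction list. In limma 11 had an adjusted p under 0.05 over all genes and 12 adjusted over the list alone (Benjamini-Hochberg). Myocd fell from 11.0 ± 0.950 to 4.02 ± 0.195 FPKM (SD, n = 3), a log2 fold change of -1.26 (SE 0.09), whereas Tagln fell from 2817 ± 223 to 2168 ± 25.0, a change of -0.37 (SE 0.13, limma, Benjamini-Hochberg adjusted p = 0.0463) that was -0.08 under quantile normalization and lost significance with any library other than non-pregnant replicate 1 left out. Adipocyte markers were lower for 11 of 12 genes, with a median of -0.90 (limma camera, Benjamini-Hochberg adjusted p = 2.25e-04), and 10 passed over all genes and 10 adjusted over the list alone. Adipoq on this list changed by -0.85 (SE 0.18) and Fabp4 by -0.22 (SE 0.16). Of the Schwann cell and neuron markers, 10 of 12 were in the table, and 8 of these were lower with a median of -0.71. The adjusted p of that list in camera was 0.0336 with all libraries and reached 0.0683 without non-pregnant replicate 2 (limma, Benjamini-Hochberg), and the call was also lost without pregnant replicate 1. Endothelial markers (11 of 12 in the table) had a median of 0.07, and 8 were higher, against 9 under upper-quartile scaling and 6 under quantile normalization. The adjusted p of the endothelial list was 0.154 (limma camera, Benjamini-Hochberg), and 3 genes passed over all genes and 3 adjusted over the list alone. All 9 fibroblast markers in the table (of 10 listed) were higher, with a median of 1.02 (limma camera, Benjamini-Hochberg adjusted p = 2.99e-06), and 9 passed over all genes and 9 adjusted over the list alone.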

Furthermore, k-means clustering by integrated differential expression and pathway analysis (iDEP) identified four unique gene clusters. 

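K-means clustering was run on the 2000 genes with the largest SD over the 6 libraries, on gene-centred log2(FPKM + 1), with 4 clusters and 25 starts. The clusters held 788, 96, 851 and 265 genes, and differences between the 4 cluster centres made up 75.6% of the variance. The cluster of 96 genes, cluster B of the paper, differed within the groups as well as between them. Its centre lay at -0.02, 0.86 and 0.06 in pregnant replicates 1, 2 and 3 and at -1.11, 0.59 and -0.38 in non-pregnant replicates 1, 2 and 3. Of its genes 84 were higher and 12 lower in pregnant UA, and 18 were DEGs. All 15 of its genes in complement and coagulation cascades were higher with a median log2 fold change of 0.60, but 4 were DEGs and 1 had an adjusted p under 0.05 over all genes (limma, Benjamini-Hochberg). A list of 20 hepatocyte markers, all in the table, was higher for 19 genes (18 under quantile normalization) with a median of 1.08 (limma camera, Benjamini-Hochberg adjusted p = 0.00288), against an adjusted p of 0.162 in fry (limma, Benjamini-Hochberg) and a range of 4.91e-06 to 0.0362 with 1 library left out in camera. In limma 4 of the 20 had an adjusted p under 0.05 over all genes and 2 adjusted over the list alone (Benjamini-Hochberg), 17 of the 20 are members of cluster B, and the groups overlapped for 18. Scaling each gene by its SD gave clusters of 779, 105, 81 and 1035 genes, and a pseudocount of 0.1 gave 674, 139, 123 and 1064.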

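All 851 genes of the larger upregulated cluster and all 265 genes of the smaller one had a higher mean in pregnant UA, by 0.94 and 1.94 on the log2 scale on average, and 776 and 263 of them were DEGs. Genes were assigned to pathways by Supplementary Table S7. In cluster C, the 35 phagosome genes were all higher, with a median log2 fold change of 0.95, and 34 were DEGs. The 31 genes of cell adhesion molecules had a median of 0.99, and 30 were DEGs. The 22 symbols of antigen processing and presentation matched 23 genes of the table, with a median of 1.07 and 22 DEGs. Each of these 3 pathways holds 13 RT1 genes, whose single values are uncertain because near-identical copies can share reads. In cluster D, the systemic lupus erythematosus genes found in the table numbered 19, all DEGs, with a median of 1.69. They include histone genes and C4a, which occur in near-identical copies, so single values among them are uncertain. Viral carcinogenesis (18 genes) had a median of 1.63, and Epstein-Barr virus infection (17 symbols, 16 genes found) had a median of 1.72. Each of them holds 6 RT1 genes, whose single values are likewise uncertain. Every gene of the cluster D pathways had an adjusted p under 0.05 both over all genes and adjusted over the list alone (limma, Benjamini-Hochberg), which is not independent evidence because the study chose the clusters on these libraries. Clusters of genes with a high SD over 6 libraries are expected to hold genes that separate the groups.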

Notably, the genes within cluster C (851 genes) and D (265 genes) were upregulated, and include genes related to phagosome (35 genes), cell adhesion molecules (31 genes) and antigen processing and presentation (922 genes), systemic lupus erythematosus (18 genes), viral carcinogenesis (18 genes), and Epstein–Barr virus infection pathways (17 genes) (Figure 6, Table 2, Supplementary Table S7).

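Each of the 788 genes in cluster A had a lower mean in pregnant than in non-pregnant UA, by 1.05 on the log2 scale on average, and 743 of them were DEGs. The centre of the cluster lay between -0.56 and -0.49 in the pregnant libraries and at 0.54, 0.40 and 0.62 in non-pregnant replicates 1, 2 and 3. With the 1000 genes of largest SD in place of 2000, the corresponding cluster held 324 genes, all lower in pregnant UA.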

Vast majority of genes within cluster A (788 genes) were downregulated in UA during pregnancy. Among these, 25 genes were members of calcium signalling pathway (adj.*P* = 7.36E-07, *Cacna1h, Slc8a2, Ryr3, Adrb2, Agtr1a, Cacna1c, Tacr3, Ptger3, Grpr, Tacr2, Oxtr, Atp2a3, Adrb3, Mylk, Phkg1, Adra1a, Adra1d, Tnnc2, Pde1b, Adcy1, Cacna1e, Pln, Ryr2, Agtr1b and Chrm2*) and 18 genes were members of vascular smooth muscle contraction (adj.*P* = 1.95E-05, *Nppc, Ppp1r12a, Agt, Agtr1a, Cacna1c, Myh11, Adm, Actg2, Mylk, Pla2g5, Adra1a, Adra1d, Pla2g2a, Ppp1r12b, Adcy1, Mrvi1, Acta2, and Agtr1b*). 

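All 25 genes of the calcium signalling list were lower in pregnant UA and were DEGs (limma camera, Benjamini-Hochberg adjusted p = 6.69e-11). In limma all 25 had an adjusted p under 0.05 over all genes and adjusted over the list alone (Benjamini-Hochberg). Of the 18 contraction genes all were lower, with a median of -0.88 (limma camera, Benjamini-Hochberg adjusted p = 4.32e-08). Among these, 16 were DEGs, 17 had an adjusted p under 0.05 over all genes and 18 adjusted over the list alone (limma, Benjamini-Hochberg). Since the study picked both lists from a cluster of downregulated genes of these libraries, the tests are not independent evidence of the direction. The direction was the same for every gene under upper-quartile scaling and quantile normalization. Pln (ENSRNOG00000000413, chromosome 20, 34633157 to 34642904) fell from 106 ± 10.7 FPKM to 24.2 ± 4.80 (SD, n = 3), a log2 fold change of -2.09 (SE 0.14, limma, Benjamini-Hochberg adjusted p = 2.07e-05). Ryr2 fell from 10.5 ± 1.55 to 3.55 ± 0.282, a change of -1.33 (SE 0.11). The calcium channel gene Cacna1c, on both lists, fell from 33.1 ± 7.97 to 14.7 ± 0.815, a change of -1.09 (SE 0.16). Cacna1e was near the lower limit of the table, at 0.598 ± 0.451 and 0.0160 ± 0.0240 FPKM, and its change of -0.62 (SE 0.18, limma, Benjamini-Hochberg adjusted p = 0.0287) lost significance with any of the 3 pregnant replicates or non-pregnant replicate 1 left out. Of the contractile genes, Myh11 fell from 2870 ± 182 to 1536 ± 121 FPKM, a change of -0.90 (SE 0.13, limma, Benjamini-Hochberg adjusted p = 9.40e-04), and Acta2 from 1067 ± 196 to 457 ± 96.7, a change of -1.22 (SE 0.18). Mylk, on both lists, changed by -1.16 (SE 0.25). The groups overlapped for Actg2, at 686 ± 87.4 in pregnant and 1036 ± 304 in non-pregnant UA, a change of -0.55 (SE 0.22, limma, Benjamini-Hochberg adjusted p = 0.0729). Without non-pregnant replicate 2 the log2 fold change of Actg2 was -0.82 and its adjusted p 0.00344 (limma, Benjamini-Hochberg, range over the alternatives 0.00344 to 0.216). In its discussion of these suppressed pathways, the paper proposes that contraction of vascular smooth muscle may be attenuated in healthy pregnancy. The possible sources it gives are greater synthesis and activity of NO, the cGMP pathway, prostacyclin and other vasoactive peptides.

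**Figure D3:**
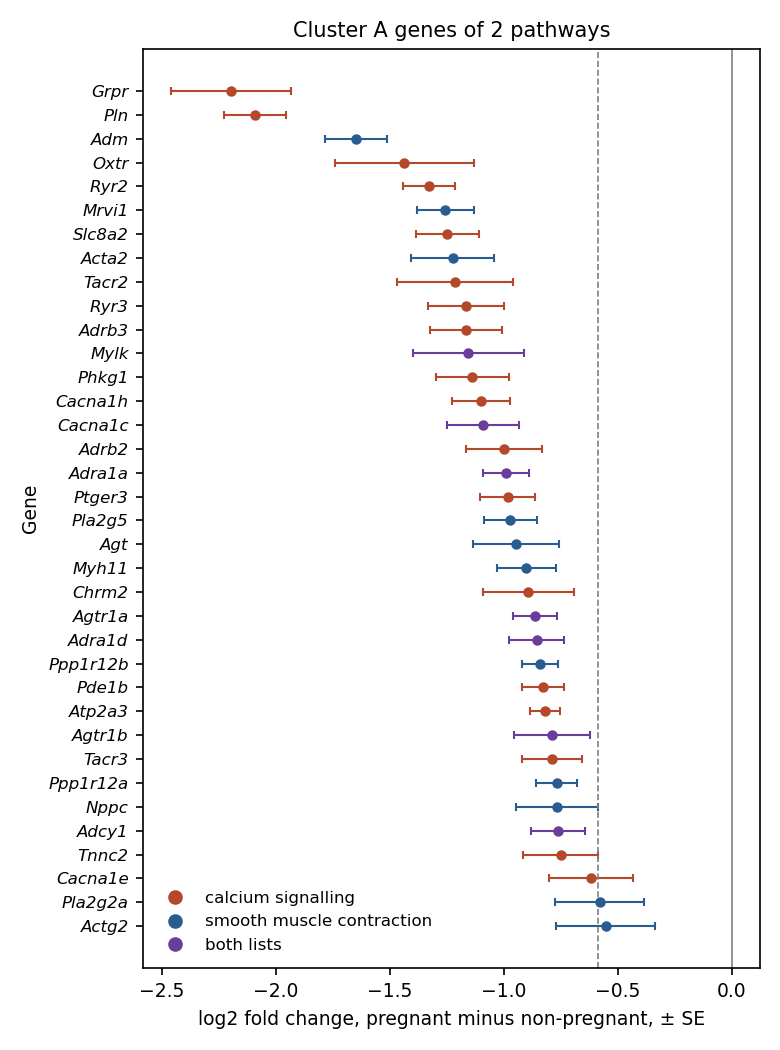
Log2 fold change, pregnant minus non-pregnant, of log2(FPKM + 1) with its standard error for each gene of the calcium signalling and smooth muscle contraction lists, sorted by size. The dashed line marks the 1.5-fold threshold, which Pla2g2a and Actg2 do not pass, and the position of Grpr depends on the pseudocount because it is listed at 0 in the pregnant libraries.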

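The other pathways of cluster A were examined with the gene lists of Supplementary Table S7, which the study drew from these libraries. In neuroactive ligand-receptor interaction, 32 genes found in the table (of 33 symbols) were all lower in pregnant UA, with a median log2 fold change of -0.99. The 19 genes of cGMP-PKG signaling had the same rounded median and were all DEGs. Of the 14 AMPK signaling genes, all lower with a median of -0.97, 13 were DEGs. Of the 10 ECM-receptor interaction genes found (11 listed), 9 were DEGs, with a median of -0.80 and a range from -4.23, the value of Col6a4, to -0.49. Protein digestion and absorption (17 genes) had a median of -0.93, and regulation of lipolysis in adipocytes (9 genes) a median of -0.94. The pathways share genes with each other and with the calcium signalling list. In limma 31 of the 32 receptor genes had an adjusted p under 0.05 over all genes and 32 adjusted over the list alone (Benjamini-Hochberg).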

Besides, genes within cluster A were also implicated in various pathways including neuroactive ligand-receptor interaction (33 genes), cGMP-PKG signaling pathway (19 genes), AMPK signaling pathway (14 genes) and ECM-receptor interaction (11 genes) (Figure 6, Supplementary Table S7).

### 2.5. Transcription Factor (TF) Motif Enrichment Analysis

Since we observed the distinguishable transcriptional signatures in pregnant UA, the identification of pregnancy-specific transcriptional regulators/ suppressers might be of relevance in gestational vascular adaptations. Thus, we conducted transcription factor (TF) binding motifs enrichment analysis on the (−300 bp from transcriptional start +1) promoter of DEGs within each cluster to evaluate which TFs are preferably binding in the promoter of upregulated or downregulated genes. Genes within each cluster showed enriched motif for specific TFs. Genes within cluster A showed enriched binding motifs for C2H2 ZF, AP-2 and CxxC. Similarly, genes within cluster C showed enriched binding motifs for ETS, REL and C2H2 ZF, and cluster D for IRF, STAT, CXC and Homeodomain members. Specifically, among the 25 downregulated genes in the calcium signalling pathway within cluster A, 6 genes (*Adra1a, Adrb3, Agtr1, Atp2a3, Oxtr* and *Grpr*) showed enriched binding motif for *Sp1* and *Crebp1* (*P* = 0.0002, FDR = 0.0005). 

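The motif analysis was not repeated here, and only the expression of the 6 genes was examined. Grpr (ENSRNOG00000004124) was listed at 0 in all 3 pregnant libraries and had 4.80, 1.79 and 4.96 FPKM in the non-pregnant libraries, so no fold change is given. Oxtr fell from 16.2 ± 7.80 to 4.95 ± 1.01 FPKM (SD, n = 3), a log2 fold change of -1.44 (SE 0.30, limma, Benjamini-Hochberg adjusted p = 0.00643), and its non-pregnant values ranged from 8.53 in replicate 2 to 24.1 in replicate 3. Atp2a3 fell from 32.9 ± 1.49 to 18.2 ± 0.692, a change of -0.82 (SE 0.07). Adrb3 changed by -1.17 (SE 0.16) and Adra1a by -0.99 (SE 0.10). The gene named Agtr1 corresponds to Agtr1a and Agtr1b in the table, with changes of -0.86 (SE 0.10) and -0.79 (SE 0.17). Sp1 itself was expressed at 25.7 ± 0.673 FPKM in pregnant and 32.0 ± 1.35 in non-pregnant UA, a change of -0.30 (SE 0.06, limma, Benjamini-Hochberg adjusted p = 0.00652) that is below 1.5-fold. No gene with the symbol Crebp1 is in the table.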

Further, among the 18 genes downregulated in vascular smooth muscle contraction, 5 genes (*Adm, Adra1a, Agt, Agtr1* and *Pla2g2a*) showed enriched binding motif for *Tfap2a, sp1, Rela* and *Nfkb1* (*P* = 0.001, FDR = 0.007) (supplementary Table S8).

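Adm fell from 18.6 ± 4.01 FPKM in non-pregnant to 5.17 ± 0.430 in pregnant UA (SD, n = 3), a log2 fold change of -1.65 (SE 0.14, limma, Benjamini-Hochberg adjusted p = 6.60e-05). Agt fell from 17.5 ± 5.37 to 8.36 ± 0.727, a change of -0.95 (SE 0.19). Pla2g2a had 141 ± 23.9 and 214 ± 53.2 FPKM, and its groups overlapped. Its change of -0.58 (SE 0.20, limma, Benjamini-Hochberg adjusted p = 0.0443) was below 1.5-fold and lost significance with any of 4 libraries left out, when the adjusted p reached up to 0.137 (limma, Benjamini-Hochberg). Of the transcription factors, Rela changed by -0.30 (SE 0.09, limma, Benjamini-Hochberg adjusted p = 0.0231) and Nfkb1 by 0.22 (SE 0.07, limma, Benjamini-Hochberg adjusted p = 0.0367). The call of Rela was lost when pregnant replicate 1 or 2 or non-pregnant replicate 1 or 3 was left out, and that of Nfkb1 when any library other than non-pregnant replicate 2 was left out. No gene with the symbol Tfap2a is in the table.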

### 2.6. Alternative Splicing Patterns

Using splice junction counts as input, alternative splicing events (ASE) were investigated by rMATs paired model (v3.2.1 beta) to determine the extent of alternative splicing changes in the pregnant UA. Five basic and generally recognized alternative splicing modes were identified, including skipped exon (SE), mutually exclusion exons (MXE), alternative 5′ splice site (A5SS), alternative 3′ splice site (A3SS), and retained intron (RI). Rat UA exhibited 22,868 ASEs pertaining to 9971 genes with SE being the most common (86.1%; 19,707 SE events in 7747 genes) and A5SS being the least common (0.69%, 160 A5SS events in 152 genes (Table 3, Supplementary Table S9). 

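Expression of the genes Zdhhc1 and Ccz1b was compared between the groups. Zdhhc1 (ENSRNOG00000017045, chromosome 19, 37428959 to 37454040) had 4.59 ± 0.494 FPKM in pregnant and 7.36 ± 0.453 in non-pregnant UA (SD, n = 3), a log2 fold change of -0.58 (SE 0.10, limma, Benjamini-Hochberg adjusted p = 0.00182) that is just below 1.5-fold. Ccz1b (ENSRNOG00000001032, chromosome 12, 12638864 to 12662371) had 13.4 ± 0.661 and 13.1 ± 0.677 FPKM, a change of 0.03 (SE 0.07, limma, Benjamini-Hochberg adjusted p = 0.786), and without pregnant replicate 2 or non-pregnant replicate 1 the change was -0.01. Its value is uncertain because its reads can be shared with a near-identical copy of the gene.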

Only two genes (*Zdhhc1* and *CcZ1b*) showed evidence of all five ASE types.

Among the observed 22,868 ASEs, 1882 events pertaining to 1686 genes showed differential alternative splicing (DASE) in pregnant compared to non-pregnant UA (at the threshold of FDR > 0.1, *p* > 0.05). 

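The deposited transcript FPKM were used for a separate test of isoforms, which does not use the splice junctions of rMATS. Genes with at least 2 transcripts, each with a mean FPKM of at least 0.5 in at least 1 group, were tested for differential transcript usage with limma's diffSplice on log2(FPKM + 1). Of 3017 genes with 6949 transcripts, 93 had an adjusted p under 0.05 (limma, Benjamini-Hochberg adjustment) and 457 an unadjusted p under 0.05. The isoform fraction, each transcript's FPKM over the sum of its gene, was tested per transcript in limma. With these p-values combined per gene by Simes' method, 10 genes were called, of which 7 were among the 93. Unit and test both differ from the main run, so the lower number cannot be credited to the unit alone. With 1 library left out, 46 (without non-pregnant replicate 3) to 111 genes (without non-pregnant replicate 1) were called, and 16 genes were called in all 6 of these fits. The pseudocount of 1 compresses differences between transcripts of low FPKM, and the abundance of an isoform is StringTie's estimate from short reads. At a pseudocount of 0.1 fewer genes were called, 66, of which 55 were among the 93. Of the 93 genes, 44 were also DEGs, as were 490 of the 3017 genes tested. Where all transcripts of a gene change alike, the pseudocount can make their changes unequal, so a call in a DEG need not be a change of usage.
Genes of smooth muscle contractility were singled out after the values were seen. In this test the adjusted p was 0.00534 for Tpm1, 0.00340 for Tpm3, 0.00873 for Cald1 and 0.00956 for Dmd (limma, Benjamini-Hochberg). The transcript ENSRNOT00000041264 of Cald1 made up 56.6% ± 1.92 of the gene's FPKM in pregnant and 39.7% ± 4.26 in non-pregnant UA (SD, n = 3). Without non-pregnant replicate 3, the adjusted p rose to 0.0529 for Cald1, 0.0607 for Tpm1 and 0.0645 for Dmd, and for Dmd it was 0.0679 without pregnant replicate 3 (limma, Benjamini-Hochberg). On the isoform fraction, which gave the highest values of the alternatives, the adjusted p of transcript usage of Tpm3 was 0.733, and those of Tpm1, Cald1 and Dmd were 0.798, 0.115 and 0.894 (limma, Benjamini-Hochberg).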

Among the 1882 DASE events, 1154 SE (with 671 increased events in 597 genes and 883 decreased events in 781 genes), 239 MXE (with 105 increased events in 102 genes and 134 decreased events in 120 genes), 36 RI, 34 A3SS, and 17 A5SS were observed. 

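Supplementary Table S10 of the paper lists 1882 events, of which 808 went up and 1074 went down, and they lie in 1464 different genes. By type, the paper's list holds 1554 SE, 239 MXE, 37 RI, 35 A3SS and 17 A5SS events. Its q-values reach 0.632, and 695 events in 614 genes have a q of at most 0.1 in the paper's list. The median number of junction reads per event in the paper's list was 603.5 over the 6 libraries, and 13 events had fewer than 20. Of the genes tested for transcript usage with the deposited FPKM, 644 (21.3%) were among the paper's spliced genes, and of the 93 genes called by limma, 25 (26.9%) were. The odds ratio was 1.37 (Fisher's exact test, two-sided p = 0.198). At an unadjusted p under 0.05, 125 of the 644 genes differed in transcript usage. Of the tested genes with SE events, 21 of 540 were called. Among the genes with both SE and MXE events in the paper's list, both types were up in 25 and both down in 36.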

Interestingly, 60 genes in pregnant UA showed both SE and MXE (with increased events in 25 genes and deceased events in 35 genes) (Table 3, Figure 7A,B, Supplementary Table S10). 

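Kif1a, Abhd14b and Traf3ip1 were compared at gene level and, where possible, at transcript level. Asic5 is not among the genes of the expression table. Kif1a (ENSRNOG00000023993) had 4.19 ± 0.260 FPKM in pregnant and 3.70 ± 0.593 in non-pregnant UA (SD, n = 3), a log2 fold change of 0.15 (SE 0.11, limma, Benjamini-Hochberg adjusted p = 0.308). Abhd14b (ENSRNOG00000012073) had 9.02 ± 1.07 and 17.1 ± 1.47 FPKM, a change of -0.85 (SE 0.10, limma, Benjamini-Hochberg adjusted p = 3.61e-04). Traf3ip1 (ENSRNOG00000024468) had 4.81 ± 0.230 and 6.23 ± 0.441 FPKM, a change of -0.32 (SE 0.08, limma, Benjamini-Hochberg adjusted p = 0.0184) whose adjusted p passed 0.05 without pregnant replicate 2 or non-pregnant replicate 3, reaching 0.0737 at most (limma, Benjamini-Hochberg). For Kif1a and Abhd14b a single transcript was retained, so usage could not be tested. Of the Traf3ip1 transcripts, ENSRNOT00000056612 had 3.13 ± 1.60 FPKM in pregnant and 6.28 ± 0.347 in non-pregnant UA, and ENSRNOT00000081992 had 1.97 ± 1.75 and 0.385 ± 0.161. Pregnant replicate 2 differed from the other pregnant libraries, with 0.101 FPKM of the latter transcript against 2.24 and 3.57. The usage test gave an adjusted p of 0.213 with all libraries and 0.00632 without pregnant replicate 2 (limma, Benjamini-Hochberg), the lowest of all alternatives. In the paper's Supplementary Table S10, the mean inclusion level of the exon in pregnant and non-pregnant UA is 0.769 and 0 for Traf3ip1, 1 and 0.318 for Abhd14b, 0.274 and 1 for Asic5 and 0.0883 and 0.754 for Kif1a. The paper's junction reads behind these levels, over all 6 libraries, are 23 for Traf3ip1, 274 for Abhd14b and 26 for Asic5.

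**Figure D4:**
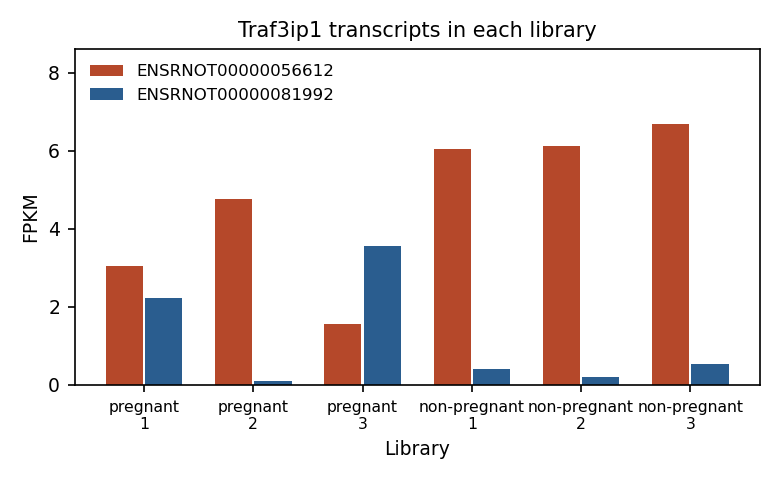
FPKM of the 2 Traf3ip1 transcripts in each of the 6 libraries, with 1 pair of bars per library. ENSRNOT00000056612 lies above 6 in the non-pregnant libraries, and ENSRNOT00000081992 is above 2 only in pregnant replicates 1 and 3.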

The top two representative rMATS sashimi plot for up (*Traf3ip1* and *Abhd14b)* and down (*Asic5* and *Kif1a)* exon skipping events in pregnant and non-pregnant UA are presented in Figure 8.

Furthermore, GO analysis to explore the biological process and cellular components impacted by these DASEs revealed that the spliced genes mainly participate in vascular microtubule dynamics. 

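The genes that Supplementary Table S11 lists for each biological process were looked up in the gene and transcript tables. Of the 12 genes of the regulation of microtubule-based process, 3 were higher and 9 lower in pregnant UA, with a median log2 fold change of -0.28. Among them 2 were DEGs, Epha3 (0.90, SE 0.15) and Phldb2 (-0.66), and 7 had an adjusted p under 0.05 over all genes (limma, Benjamini-Hochberg). Transcript usage could be tested for 10 of the 12, of which 0 were called and 2 had an unadjusted p under 0.05. Of the 9 genes of the regulation of microtubule cytoskeleton organization, 4 were higher and 5 lower (median -0.07) and 3 were DEGs, and of the 8 tested for usage 0 were called and 1 had an unadjusted p under 0.05. The 6 genes of smooth muscle contraction had a median of -0.17, and 2 were DEGs, Myh11 and Smtn (-1.18, SE 0.10). For 3 of these 6, transcript usage could be tested, with 0 genes called and 0 at an unadjusted p under 0.05.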

The top three biological processes were: regulation of microtubule-based process (12 genes), regulation of microtubule cytoskeleton organization (9 genes) and smooth muscle contraction (6 genes) (FDR = 0.05, *p* > 0.001). With regard to the cellular component, processes related to microtubule organizing center part (26 genes), microtubule organizing center (74 genes) and axon initial segment (3 genes) were impacted. In addition, the KEGG pathway analysis revealed that 19 genes in the phosphatidylinositol signaling system, 14 genes in the inositol phosphate metabolism, 18 genes in the autophagy were differentially spliced in pregnant UA compared with non-pregnant UA (FDR = 0.05, *p* > 0.05) (Supplementary Table S11).

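For the microtubule organizing center part, the 26 listed symbols matched 27 genes of the expression table, 7 higher and 20 lower in pregnant UA with a median log2 fold change of -0.13, and 2 of them were DEGs. The gene list of the microtubule organizing center itself was incomplete in the copy of Supplementary Table S11 read here and was not examined. Of the genes listed for the axon initial segment, 3 were in the expression table, and Ank3 was a DEG with a change of -0.61. All 3 were tested for transcript usage, 0 were called, and 1 had an unadjusted p under 0.05.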

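All 19 listed genes of the phosphatidylinositol signaling system were in the expression table, 5 higher and 14 lower in pregnant UA, with a median log2 fold change of -0.11 and 3 DEGs. Of the 14 genes of inositol phosphate metabolism, 4 were higher and 10 lower, with a median of -0.10. None of these 14 was a DEG, and 3 had an adjusted p under 0.05 over all genes (limma, Benjamini-Hochberg). The 18 autophagy genes had a median of -0.09, with 7 higher and 11 lower, and 1 was a DEG. Transcript usage was tested for 9, 7 and 7 genes of these pathways. In each pathway 0 genes were called, and 1, 1 and 0 genes had an unadjusted p under 0.05.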

### 2.7. Overlap of DEGs and DASEs

The DEGs and DASEs were together observed in 190 genes in the pregnant UA compared to non-pregnant UA. 

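The DEGs called with limma were compared with the 1464 genes of the paper's Supplementary Table S10, of which 1454 were among the genes tested for expression. They shared 193 genes. If splicing and expression were independent over all 14743 genes tested for expression, 230 shared genes would be expected. That background includes genes in which no splicing event could be detected, and these count as unspliced. The expected number and the odds ratios therefore do not separate a relation with splicing from the choice of background. The odds ratio was 0.796 (Fisher's exact test, two-sided p = 0.00453), so the spliced genes held fewer DEGs than the other genes did: 8.26% of the DEGs were spliced against 9.86% of all genes tested. Restricting the paper's list to genes with a q of at most 0.1 changed the result most, to 103 shared genes where 96.8 would be expected, an odds ratio of 1.08 (Fisher's exact test, two-sided p = 0.497). With 1 library left out, 180 to 204 genes were shared. The spliced genes had a median mean FPKM of 14.9, against 9.48 for all genes tested. Transcript usage could be tested for 88 of the 193 genes, and 12 of these were called.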

For 61 genes, their gene expression increased with an associated decrease in splicing in pregnant UA. On the other hand, for 40 genes, their expression decreased with an associated increase in splicing in pregnant UA (Figure 7C, Supplementary Table S12).

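Of the 193 shared genes, 62 had higher expression in pregnant UA and only decreased splicing events in the paper's list. Another 36 had higher expression and only increased events, and 7 had higher expression and events in both directions. Among the 62 genes, 3 were also called for transcript usage in the deposited transcript table. With the q of at most 0.1, 34 genes had higher expression and decreased splicing.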

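Lower expression with only increased splicing events was found for 40 genes. A further 36 had lower expression and only decreased events, and 12 had lower expression and events in both directions. Among the 174 shared genes whose events went one way, the direction of splicing and that of expression had an odds ratio of 0.525 (Fisher's exact test, two-sided p = 0.0452). That p was above 0.05 in 4 of the 6 fits with 1 library left out, namely 0.0636 without pregnant replicate 2 and 0.0941, 0.0504 and 0.0555 without non-pregnant replicates 1, 2 and 3. At a q of at most 0.1, where 34 and 21 genes had opposite directions and 16 and 27 equal ones, the odds ratio was 0.608 (Fisher's exact test, two-sided p = 0.298). At pseudocounts of 0.1 and 0.5 the odds ratio was 0.447 and 0.415 (Fisher's exact test, two-sided p = 0.00518 and 0.00262). From the genes that changed in both expression and splicing, the paper proposes that splicing may contribute to their differential expression.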

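The gene symbols that the paper names for decreased splicing and increased expression matched 28 genes of the table, with C4a present under 2 identifiers. All 28 were DEGs, higher in every pregnant library than in any non-pregnant one, with a median log2 fold change of 1.08. All had an adjusted p under 0.05 over all genes and adjusted over the list alone (limma, Benjamini-Hochberg), which is not independent evidence since the study chose them as DEGs of these libraries. Among the genes of leukocyte and B cell biology, Lgals9 rose from 7.38 ± 0.414 to 24.2 ± 1.10 FPKM (SD, n = 3), a log2 fold change of 1.59 (SE 0.07), and Fcgr2b to 14.2 ± 3.19 FPKM, a change of 0.64 (SE 0.15, limma, Benjamini-Hochberg adjusted p = 0.00980). Cd300a, Fgr and Mnda changed by 1.06, 0.91 and 0.99. Among the genes of the plasma membrane and the endoplasmic reticulum lumen, Vcan had the largest rise, from 16.8 ± 3.78 to 76.7 ± 8.38 FPKM and a change of 2.15 (SE 0.16, limma, Benjamini-Hochberg adjusted p = 3.78e-05), and Slc43a2 the smallest, 0.60 (SE 0.12). Cd163 changed by 1.69 (SE 0.13). The identifiers of C4a had changes of 1.69 and 1.71, which are uncertain because the copies can share reads.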

The EnrichR-GO analysis for the subset of genes that exhibited combined gene expression increase/splice level decrease (61 genes) showed higher enrichment for biological process: leukocyte and B cell biology (*Cd300a*, *Lgals9*, *Fcgr2b*, *Mnda* and *Fgr*) and cellular component: integral component of plasma membrane and endoplasmic reticulum lumen (*Adgre1*, *Abca1*, *Cd163*, *Cd4*, *Slc43a2*, *Ptpro*, *Fcgr2b*, *Tspan11*, *Csf2ra*, *Epha3*, *Ly6e*, *Eng*, *C4a*, *Vcan*, *Col16a1*, *Tnc*, *Fn1* and *Cp*). The corresponding KEGG pathway analysis identified the genes within this subset were members of osteoclast differentiation (*Ctsk*, *Fcgr2b* and *Lilrb4*), cholesterol metabolism (*Abca1* and *Soat1*) and PI3K-Akt signaling pathway (*Angpt4*, *Ccne2*, *Tnc* and *Fn1*) (Supplementary Table S13).

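Ctsk rose from 46.9 ± 3.77 to 175 ± 26.1 FPKM (SD, n = 3), a log2 fold change of 1.87 (SE 0.11, limma, Benjamini-Hochberg adjusted p = 1.41e-05), and Lilrb4 changed by 1.58 (SE 0.20). Of the cholesterol metabolism genes, Abca1 changed by 0.61 (SE 0.10) and Soat1 by 0.70 (SE 0.08). For the PI3K-Akt signaling pathway, Fn1 rose from 265 ± 32.0 to 583 ± 71.9 FPKM, a change of 1.13 (SE 0.12, limma, Benjamini-Hochberg adjusted p = 2.39e-04), and Tnc from 15.0 ± 2.66 to 50.2 ± 9.80, a change of 1.67 (SE 0.16). Angpt4 changed by 1.37 (SE 0.15) and Ccne2 by 1.45 (SE 0.13).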

Similar analysis on the second subset of 40 genes that exhibited combined gene expression decrease/splice level increase showed enrichment for biological process: lipid modification, phosphorylation (*Dgkd* and *Dgkb*), wound healing (*Epb41l4b* and *Syt7*) and cellular process: early phagosome (*SYT7*), axonal growth cone (*L1CAM*), smooth endoplasmic reticulum (*RYR3*). 

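All 9 genes that the paper names for increased splicing and decreased expression were DEGs and had no overlap between the groups, with a median log2 fold change of -0.79. All 9 had an adjusted p under 0.05 over all genes and adjusted over the list alone (limma, Benjamini-Hochberg), and the study chose them on these libraries. Dgkb fell from 27.9 ± 3.50 to 10.1 ± 1.77 FPKM (SD, n = 3), a change of -1.38 (SE 0.13, limma, Benjamini-Hochberg adjusted p = 1.09e-04), and Dgkd from 22.1 ± 0.417 to 12.6 ± 0.409, a change of -0.77 (SE 0.06). Epb41l4b, Syt7 and L1cam changed by -0.97, -0.79 and -0.73. Ryr3 fell from 16.1 ± 3.71 to 6.59 ± 1.22, a change of -1.17 (SE 0.17).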

The following KEGG pathway analysis showed that the genes within this subset are also involved in glycerolipid and glycerophospholipid metabolism (*Dgkd*, *Dgkb* and *Mboat2*), IL-17 signaling pathway (*Fosb* and *Il17re*) (Supplementary Table S13).

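Mboat2 fell from 2.98 ± 0.149 to 1.60 ± 0.0686 FPKM (SD, n = 3), a log2 fold change of -0.61 (SE 0.09, limma, Benjamini-Hochberg adjusted p = 8.88e-04). With each library left out in turn, its change stayed between -0.63 and -0.58. Of the IL-17 signaling genes, Fosb changed by -1.08 (SE 0.23), with non-pregnant values spread as 4.59 ± 2.12 FPKM, and Il17re by -0.68 (SE 0.14, limma, Benjamini-Hochberg adjusted p = 0.00562). Under an ordinary linear model the adjusted p of Fosb and Il17re passed 0.05.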

## 3. Discussion

To our knowledge, this is the first study exploring the whole-genome transcriptome differences between pregnant and non-pregnant uterine vasculature. This study identified differential transcriptional regulation of 2245 genes in the pregnant UA with activation of pathways related to the immune system and suppression of pathways involved in calcium signaling, AMPK signaling, and vascular smooth muscle contraction. We also revealed a unique gene cluster-specific transcription factor binding motifs that interact with DEGs. Differential exon skipping appears to be the most predominant alternative splicing event in UAs, with 190 genes exhibiting both differential gene expression and differential alternative splicing in the pregnant UA. Pathways related to cholesterol metabolism, PI3K-Akt signaling pathway, glycerophospholipid metabolism, and IL-17 signaling pathway exhibited both differential gene expression and differential alternative splicing. Furthermore, 13 novel upregulated genes (10–13 fold) including *Esm1*, *Slfn4*, *Usp18* and *Grem1* and 4 downregulated genes (4–7 fold), including *S100g*, *Pcp4*, *Col6a4,* and *Trpc3* were identified in the pregnant UA. While many of these genes were associated with gestational pathologies [34,35,36,37,38,39], the differential expression of these genes in healthy pregnancy relative to non-pregnancy suggests that these genes may have a unique role in gestational uterine vascular adaptations.

In mammals, the maternal vasculature undergoes exquisite remodeling during pregnancy, which allows the UA to withstand a 20–40 fold increase in blood flow compared to the non-pregnant state [3,40]. The clinical relevance of uterine vascular remodeling and reactivity is frequently emphasized by maladaptations contributing to gestational pathologies such as intrauterine growth restriction (IUGR) and preeclampsia [40,41,42,43,44]. It is widely accepted that the circumferential enlargement, along with axial elongation of the pregnant UA is mediated by substantial changes in several local genes [3]. Studies from our lab and others have shown explicit evidence for vascular specific transcriptional activation of unique genes (e.g., MMPs and TIMPs and estrogen receptor- ESR2) in gestational uterine vascular remodeling [45,46,47,48]. In the current study, the overall global changes in the uterine vasculature transcriptome activate a majority of pathways related to the local and peripheral immune response, which may help to tolerate the semi-allogeneic fetus [49]. Furthermore, the elevated immune responses in uterine vasculature may arise due to the extracellular matrix turnover by the recruitment of degradative cell types such as macrophages and natural killer cells, which are closely associated with elevated nitric oxide (NO) production [50,51,52,53]. Concurrently, we also noted the suppression of several pathways, including AMPK signaling and vascular smooth muscle contraction. Activation of AMPK pathway is known to restrict the vascular smooth muscle cell growth and their migration [54], thus the attenuation AMPK pathway in pregnant UA appears relavent since the cellular proliferation and migration, and matrix rearrangements are the essential steps in uterine vasculature vasculogenesis and angiogenesis [55]. Similarly, the increased synthesis and activity of NO, cGMP pathway and prostacyclin and other vasoactive peptides may attenuate the vascular smooth muscle contraction pathway in healthy pregnancy [56].

The perspective GO analysis for cellular function showed the activation of the DNA packaging complex, nucleosome and protein DNA complex and attenuation of glycoprotein complex, nuclear transcription factor complex, and acetyltransferase complex. Not surprisingly, these factors are known to regulate heterochromatin and euchromatin formation, which determines DNA accessibility to transcription factors, histone, and DNA modification like acetylation and methylation [57]. For example, estrogen specifically upregulates TET1 through promoter transactivation, which unleashes the KCNMB1 promoter CpG methylation at SP1 binding site, leading to enhanced BKCa channel β1 subunit expression which favors the uterine vascular adaptation during pregnancy [17]. We also recently showed a pregnancy-specific phenomenon where estrogen interacts with the ERβ promoter resulting in the enhanced expression AT2R—an important mediator of UA vasodilation [48].

Analysis in the context of molecular function showed the activation of peptidase activity, mainly serine-type peptidase, along with suppression of transferase activity, primarily the methyl-transferase activity. Endopeptidases are the enzymes that can cleave peptide bonds in proteins, which possess unique functions depending on their type and targets [58,59]. For example, serine-type endopeptidases are involved in the proteolytic cleavage of pro-atrial natriuretic peptide hormone [60], which promotes trophoblast invasion and spiral artery remodeling [61]. Similarly, chymotrypsin-like serine endopeptidases are major serine proteases in human arteries responsible for angiotensin-converting enzyme (ACE)-independent production of angiotensin II, which play a significant role in vascular remodeling and contraction [62]. MMPs are another group of endopeptidases that degrade various proteins in the extracellular matrix (ECM), including collagen and elastin [45], which determines vascular remodeling, angiogenesis, and the systemic changes in blood pressure in healthy pregnancy [45,63]. On the other hand, the attenuated UA methyltransferase activity, which is involved in DNA/RNA and histone methylation, is shown to contribute to the decrease in the KCNMB1 promoter CpG methylation in pregnant ovine UA [64].

The additional K means clustering analysis on the DEGs elucidated the hidden details, like the cluster of genes co-regulated together and that share the same cellular and molecular process and common regulatory motifs within each cluster. Our analysis indicates that the ETS, REL, and C2H2 ZF families of transcription factors may play a role in the upregulation of 851 genes since they share the common regulatory motifs and co-regulated as a cluster. Similarly, the transcription factors C2H2 ZF, AP-2 and CxxC may have a role in the downregulation of 788 genes, which also share common regulatory motifs in their promoters. Chemokines, cytokines, growth factors, and vasoactive peptides, which are enriched during pregnancy, are known to modulate the expression and activity of these transcription factors [65], which may then mediate the endothelial function and angiogenesis. For example, ETS-1 enhances the expression of MMPs, β3 integrin, vascular endothelial growth factor receptors and angiopoietin-2, to mediate endothelial migration and angiogenesis [66,67,68,69].

Precursor mRNA splicing is one of the essential steps in gene regulation. Based on demand and cellular need, the alternative splicing mechanisms are triggered in order to produce functionally diverse proteins from a single gene (isoforms), which may have an exclusive role in binding between proteins, ligands, nucleic acids or membranes, localization and enzymatic properties [70]. This process is well controlled by a dynamic and flexible macromolecular machine, including the splicing enhancers, silencers, serine-arginine rich proteins, and spliceosomes, which works in a synergistic and antistatic manner [70,71,72]. This study provides evidence for the pregnancy-specific differential splicing of 1686 genes in UA. The GO analysis suggests that these splicing events are implicated in processes related to vascular microtubule dynamics, which are important in the maintenance of vascular morphology and reactivity [73,74]. For example, microtubule is shown to regulate the subcellular localization of eNOS and its activity state (phosphorylation) [75,76]. Furthermore, microtubule depolymerization enhances endothelium-independent vascular smooth muscle cell contraction [75], while stabilized microtubules are known suppressors of vascular calcification [77].

In addition, our study discovered alternative splicing of VEGF-A and B, VEGFR1, VEGFR2, NRP-2, FGFRs, Vasohibin-1 and 2, HIF-1α, Angiopoietin-2, and Angiopoietin-4. 

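These genes were looked up in the paper's Supplementary Table S10 and in the deposited tables, with VEGFR1 as Flt1 and VEGFR2 as Kdr. Of 13 genes, 6 have an event in the paper's list, namely Vegfa (q 0.508), Vegfb (q 0.141), Fgfr1 (2 events, lowest q 0.0278), Vash1 (q 0.513), Angpt2 (q 0.568) and Angpt4 (q 0.132), all of these q-values being the paper's. Flt1, Kdr, Nrp2, Fgfr2, Fgfr3, Vash2 and Hif1a have 0 events in that list, which holds differential events. The paper's list of all detected events was incomplete in the copy read here and was not examined. Transcript usage could be tested for Vegfa, Kdr, Fgfr1, Fgfr2, Fgfr3 and Hif1a. None of these 6 was called and 0 had an unadjusted p under 0.05, and the lowest adjusted p was 0.445, that of Hif1a (limma diffSplice, Benjamini-Hochberg). At gene level Vegfa changed by -0.65, Vegfb by -0.57, Fgfr2 by -0.89, Nrp2 by -0.42, Flt1 by 0.25 and Kdr by -0.21 on the log2 scale. Vash1 changed by 0.08, which became -0.01 without non-pregnant replicate 2.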

Although these protein isoforms are identified in pathological conditions like cancer, Alzheimer’s disease and atherosclerosis, the mechanisms and significance of ASE-mediated production of isoforms in the pregnant UA are yet to be investigated. It is important to note that the above-mentioned protein isoforms are known to interact with the phosphatidylinositol signaling system, which has a unique physiological role in vascular endothelial and smooth muscle contraction [78,79,80,81,82,83]. Besides, this study revealed that differential splicing occurred in a small subset of DEGs (40 upregulated and 61 downregulated genes), suggesting that splicing may contribute to the differential expression of these genes. The decreased splicing is implicated in the increased expression of genes involved in leukocyte and B cell biology and integral component of the plasma membrane and endoplasmic reticulum functions. This is not surprising since leukocytes can bind and cross the endothelium and activate cellular signals [84,85,86,87]. Similarly, the increased splicing is implicated to contribute to the decreased expression of key genes involved in lipid modification and phosphorylation. For example, the lipid kinases family, diacylglycerol kinases convert diacylglycerol to phosphatidic acid to serve as a messenger to induce vascular cellular responses [88,89,90]. Future studies should examine if shifts of splice level relate to functional change. Similarly, whether diversification of splicing or switching to another splicing variant is more critical for pregnancy vascular adaptations needs to be clarified. Identified alternative splicing as a mechanism for regulating gene expression should be further investigated to explore their potential role in gestational adaptations and the possibility of their dysregulation in pathobiology.

## 4. Materials and Methods

### 4.1. RNA Sample Preparation from UA

All procedures of animal care and use were in accordance with National Institutes of Health guidelines (NIH Publication No. 85–23, revised 1996) with approval by the Institutional Animal Care and Use Committee at the University of Wisconsin at Madison. Twelve-week-old timed-pregnant (positive plug = gestation day 1) and non- pregnant Sprague-Dawley rats were purchased from Envigo laboratories and were maintained on 12 L/12 D cycles in a temperature-controlled room (23 °C) and provided with food (Teklad global rodent diet # 2020X) and water ad libitum. Total RNAs were extracted from the UA of concomitantly raised, non-pregnant (diestrus), and pregnant rats (gestational day 20, *n* = 3/group) using TRIzol (Thermo Fisher Scientific, Inc.) and subsequently purified using RNeasy kit (Qiagen) [41] according to the manufacturers’ instructions.

### 4.2. Library Preparation and Sequencing

The quality of all RNA samples was determined using a bio-analyzer (Agilent Technologies, Inc.) before the preparation of the sequencing library. An amount of ~1–2 μg of total RNA of each sample was used for RNA-seq library preparation [91]. Briefly, mRNA was enriched from total RNA with NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB, #E7490S), and rRNA was removed with a RiboZero Magnetic Gold Kit (Epicenter, MRZG126). Following purification, the mRNA was fragmented into small pieces using divalent cations under elevated temperature. The cleaved RNA fragments were copied into first-strand cDNA using SuperScript II reverse transcriptase (Invitrogen) and random primers. This was followed by second-strand cDNA synthesis using DNA Polymerase I and RNase H. These cDNA fragments then went through an end repair process, the addition of a single ‘A’ base, and then ligation of the indexing adapters. The products were then purified and enriched with PCR to create the final cDNA library. The completed libraries were screened through Agilent 2100 Bioanalyzer (Agilent Technologies, Inc.) for concentration, fragment size distribution between 400~600 bp, and adapter dimer contamination and quantity was determined by absolute quantification qPCR method. The barcoded libraries were mixed in equal amounts and used for sequencing. The DNA fragments in well-mixed libraries were denatured with 0.1 M NaOH to generate single-stranded DNA molecules, loaded onto channels of the flow cell at 8 pM concentration, and amplified in situ using TruSeq SR Cluster Kit v3-cBot-HS (#GD-401-3001, Illumina). Sequencing was carried out using the Illumina Xten/NovaSeq according to the manufacturer’s instructions. Sequencing was carried out by running 150 cycles.

### 4.3. Data processing and Bioinformatics Analysis

The complete workflow pipeline for sequencing, data processing, differential expression, alternative splicing, and bioinformatics analysis is presented in Figure 1. Image analysis and base calling were performed using Solexa pipeline v1.8 (Off-Line Base Caller software, v1.8). The raw paired-end reads quality was verified using the FastQC software. The trimmed reads (trimmed 5′, 3′-adaptor bases using cutadapt) were aligned to the reference genome using Hisat2 software. The transcript abundances for each sample was estimated with StringTie, and the FPKM value for gene and transcript level were calculated with R package Ballgown. The differentially expressed genes and transcripts were filtered using R package Ballgown. The novel genes and transcripts were predicted from assembled results by comparing to the reference annotation using StringTie and Ballgown, then use CPAT to assess the coding potential of those sequences [92]. Then, rMATS was used to detecting alternative splicing events [93]. Principle Component Analysis (PCA) and correlation analysis were based on the gene expression level in R, Python, or shell environment for statistical computing and graphics. K means clustering, gene ontology, pathway analysis, were performed with the differentially expressed genes using iDEP (integrated Differential Expression and Pathway analysis) using R/Bioconductor packages along with comprehensive annotation and pathway databases for humans and animals [94].

### 4.4. qPCR Validation of DEGs

Quantitative polymerase chain reaction (qPCR) was performed on the top 4 up- and down-regulated genes from the RNA sequencing data set. One microgram of total RNA from pregnant and non-pregnant UA (*n* = 3/ group) was reverse transcribed using an iScript cDNA synthesis kit (Bio-Rad Laboratories, Hercules, California), and real-time reverse transcription PCR was performed using iTaq Universal SYBR Green Supermix (Bio-Rad) with gene-specific primers for *Esm1*, *Slfn4*, *Usp18, Grem1*, *S100g*, *Pcp4*, *Col6a4* and *Trpc3.* Primers were designed based on the Ensembl Rat genome version Rnor_6.0 using Primer3 and purchased from Integrated DNA Technologies (Coralville, Iowa; Table 1). Results were calculated using the 2^−ΔΔ*C*T^ method and expressed as fold changes in the treatment group versus control. All reactions were performed in duplicate, and *Gapdh* was used as an internal control.

## 5. Conclusions

This is the first study that used high throughput next-generation RNA sequencing to identify differential gene expression and splicing profile in pregnant UA compared with non-pregnant UA. Our study provides a valuable resource for the understanding of the molecular mechanisms underlying normal gestational vascular adaptations, which could also be useful for predicting the vascular signaling pathways involved in IUGR and preeclampsia. Our data suggest that the observed alternative splicing events may produce protein isoforms that may have a unique role in pregnant UA adaptations. How the prevailing conditions like pregnancy dictate which isoform is to be expressed remains an area requiring further exploration.

## Figures and Tables

**Figure 1:**
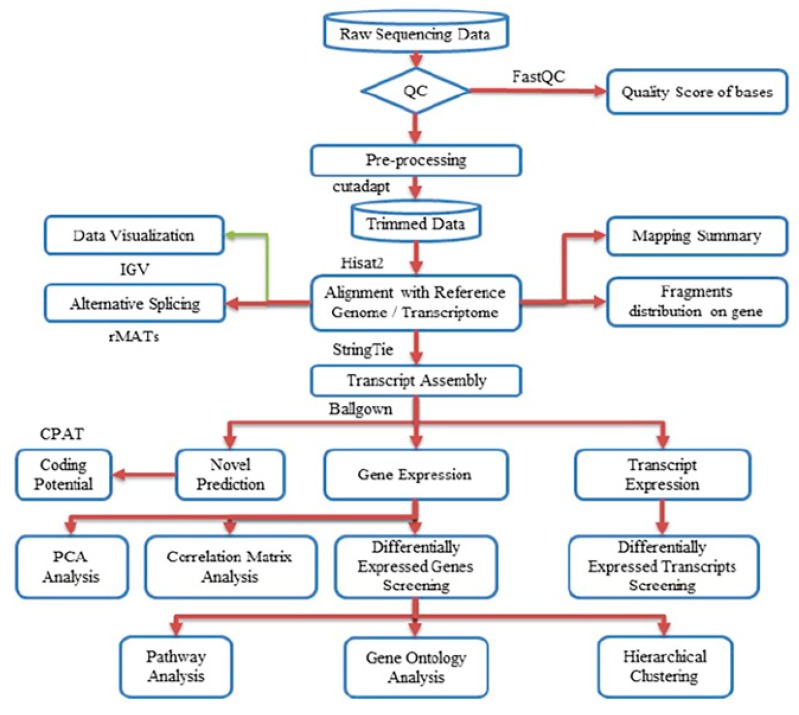
Workflow pipeline for sequencing, data processing, differential expression, alternative splicing, and bioinformatics analysis.

**Figure 2:**
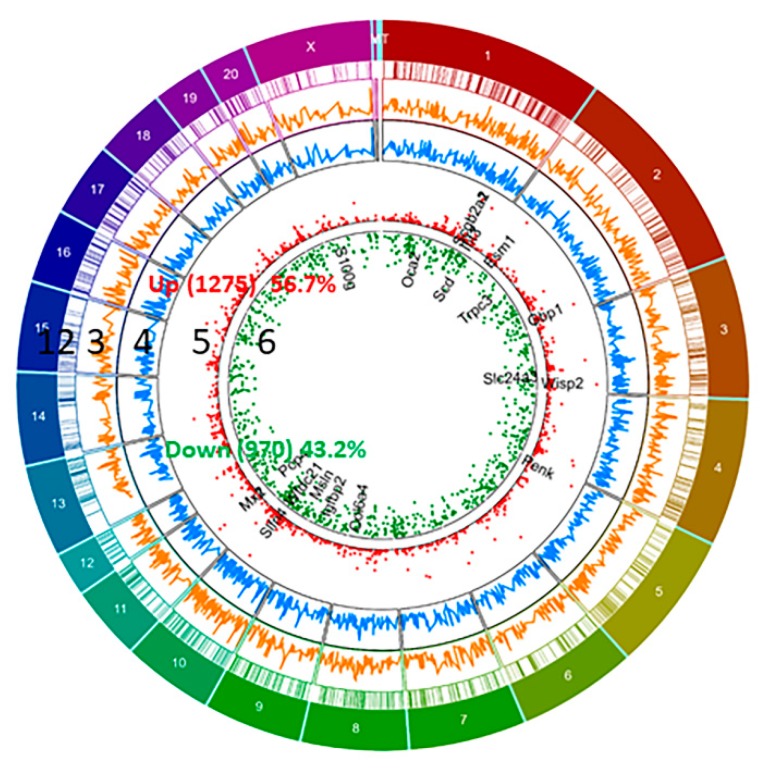
Circos plot of differentially expressed genes (DEGs) between pregnant and non-pregnant UA. DEGs more than 1.5 fold (*P* < 0.05, paired test) are presented as scatter plot expression levels are presented as green (Down, track 6) and red (Up, Track 5). FPKM of DEGs- non-pregnant (Blue, track 4) and pregnant (Orange, track 3) are presented as continuous lines. DEG locations are presented as rectangular lines (track 2) along with chromosomes (track 1).

**Figure 3:**
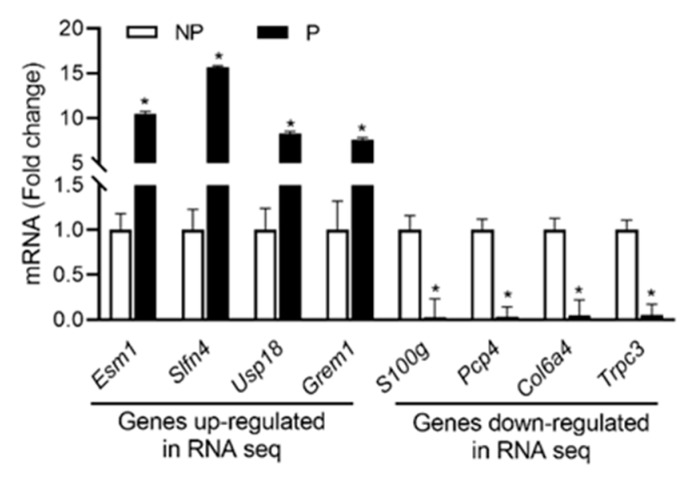
qRT-PCR validation of the four up and downregulated genes from RNA sequencing data. Quantitation of fold change was normalized relative to *Gapdh* levels. Values are given as means ± standard error of the mean (sem) of *n* = 3 per group (* *P* < 0.05). NP-non-pregnant; P-pregnant.

**Figure 4:**
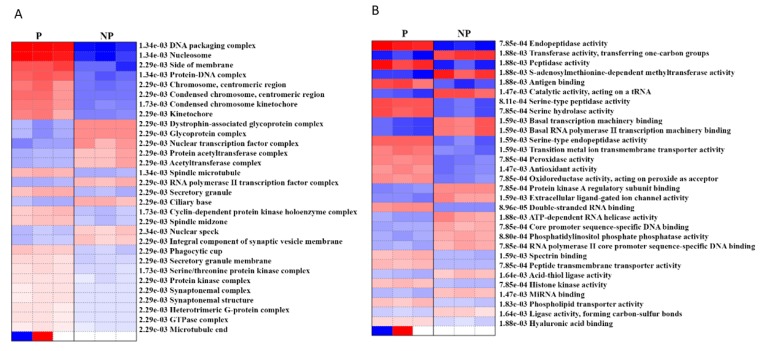
Pre-ranked gene set enrichment analysis (PGSEA) using gene ontology (GO) (**A**) cellular component and (**B**) molecular function. The corresponding activation (red)/suppression (blue) of components/functions are presented. The red and blue color gradients represent the level of activation/suppression, the higher level of activation is shown in dark red, and a higher level of suppression is shown in dark blue. NP-non-pregnant; P-pregnant.

**Figure 5:**
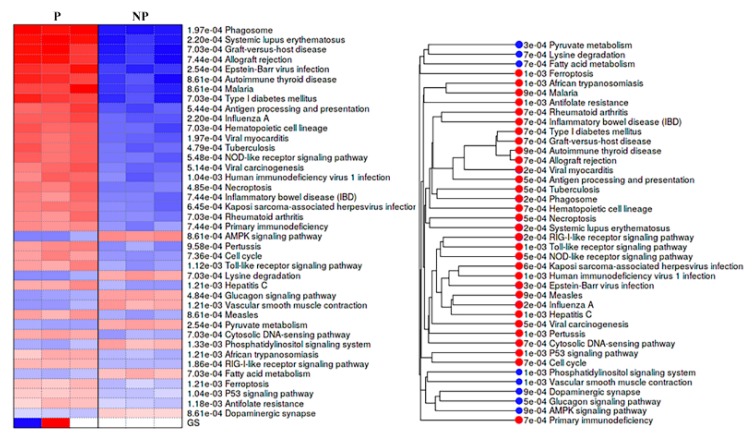
Pre- ranked gene set enrichment analysis (PGSEA) using KEGG pathways for the differentially expressed genes. Pathways activated are shown in red, and suppressed pathways shown in blue alongside the corresponding pathway tree are presented. The red and blue color gradients represent the level of activation/ suppression, the higher level of activation is shown in dark red and a higher level of suppression is shown in dark blue. NP-non-pregnant; P-pregnant.

**Figure 6:**
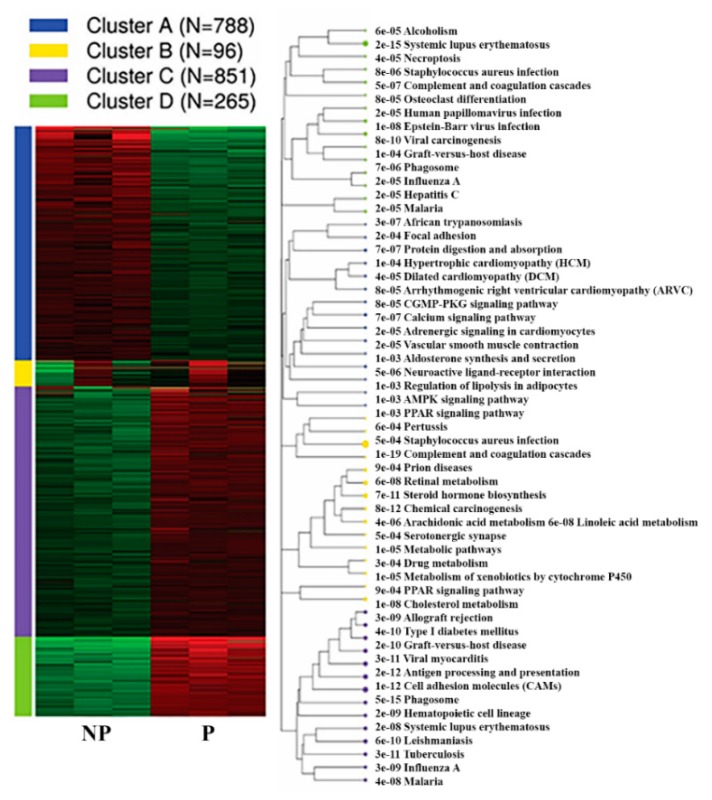
K-means Functional enrichment of differentially expressed genes in the pregnant UA by KEGG pathway alongside the corresponding pathway tree is presented. NP-non-pregnant; P-pregnant.

**Figure 7:**
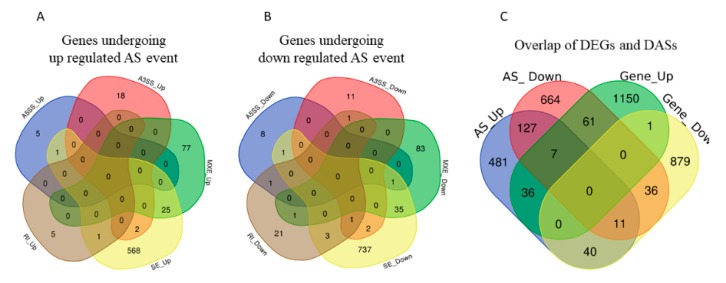
(**A**) Total number of genes with alternative splicing increase and (**B**) alternative splicing decrease and their types overlaps in pregnant compared with non-pregnant UA. A5SS: alternative 5′ splice, A3SS: alternative 5′ splice, MXE: Mutually exclusive exons, RI: retained intron, SE: Exon skipping. (**C**) The total number of both differentially expressed and alternatively spliced genes in pregnant UA.

**Figure 8:**
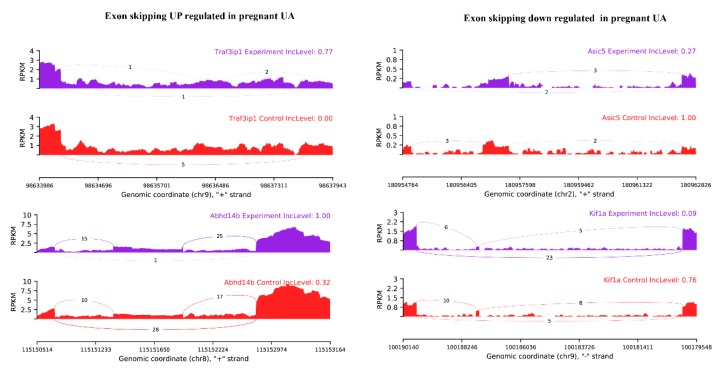
rMATS sashimi plot showing the up/down regulated exon skipping in pregnant UA. The higher rate skipped exon events at the transcripts of *Traf3ip1* and *Abhd14b* and a lower rate of skipped exon events at the transcripts of *Asic5* and *Kif1a* are presented. The tracks represent pregnant (blue) and non-pregnant (red) samples. The number on curved lines indicates continuous (top number) and differentially-spliced (bottom number) exon-exon junction read counts. The x-axis depicts genomic coordinates. Inc level represents the exon inclusion level in pregnant and non-pregnant UA.

**Table 1:** Summary of UA mRNA-Sequencing.

Samples	Raw Pairs	Trimmed	Mapped	Unmapped
P-1	81682276	81349316	91.10%	8.90%
P-2	62957576	62868673	90.68%	9.32%
P-3	73435461	73393727	90.98%	9.02%
NP-1	74182993	74137154	91.43%	8.57%
NP-2	54768093	54662400	90.24%	9.76%
NP-3	61775409	61716471	91.96%	8.04%

mRNA of UA from pregnant and on pregnant rats (*n* = 3/group) were sequenced on the Illumina X-ten/NovaSeq platform, yielding approximately 50–80 million 2 × 125-bp paired-end reads per sample, which were then mapped to the rat reference genome (RNO6 version). NP-non-pregnant; P-pregnant.

**Table 2:** Top five pathways from each cluster, p-values, and the total number of genes involved in each pathway.

Cluster	Pathways	adj.Pval	nGenes
A	Calcium signaling pathway	7.36 × 10^−7^	25
A	Protein digestion and absorption	7.36 × 10^−7^	17
A	Neuroactive ligand-receptor interaction	5.20 × 10^−6^	33
A	Adrenergic signaling in cardiomyocytes	1.78 × 10^−5^	19
A	Vascular smooth muscle contraction	1.95 × 10^−5^	18
B	Complement and coagulation cascades	1.22 × 10^−19^	15
B	Chemical carcinogenesis	7.72 × 10^−12^	10
B	Steroid hormone biosynthesis	7.17 × 10^−11^	9
B	Cholesterol metabolism	1.19 × 10^−8^	7
B	Linoleic acid metabolism	5.69 × 10^−08^	6
C	Phagosome	5.49 × 10^−15^	35
C	Cell adhesion molecules (CAMs)	1.00 × 10^−12^	31
C	Antigen processing and presentation	2.46 × 10^−12^	22
C	Viral myocarditis	2.63 × 10^−11^	20
C	Tuberculosis	3.07 × 10^−11^	30
D	Systemic lupus erythematosus	2.42 × 10^−15^	18
D	Viral carcinogenesis	7.93 × 10^−10^	18
D	Epstein-Barr virus infection	1.30 × 10^−8^	17
D	African trypanosomiasis	2.90 × 10^−7^	8
D	Complement and coagulation cascades	5.26 × 10^−7^	10

Four Unique clusters were identified by K-means clustering, and the top 5 pathways from each cluster are presented in the table.

**Table 3:** Summary of the numbers of five types of ASE and significant upregulated and downregulated events.

ASE Type	No. of Events (%)	Number of Genes Involved	Significant Number of Events (Up/ Down)	Significant Number of Genes (Up/Down)
A5SS	160 (0.69)	152	17 (6/11)	17 (6/11)
A3SS	273 (1.19)	247	35 (20/15)	35 (20/15)
MEX	2533 (11.07)	1647	239 (105/134)	222 (102/120)
SE	19707 (86.17)	7747	1554 (671/883)	1378 (597/781)
RI	195 (0.85)	178	37 (6/31)	34 (6/28)
Total	22868 (100)	9971	1882	1686

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/21/6/2079/s1. Supplementary Figure S1. Q30 quality scores for all samples. Supplementary Figure S2. Principal component (PCA) and Pearson R2 gene expression correlation analysis. Supplementary Table S1. Quality score for the RNA seq. Supplementary Table S2. Genes identified with positive transcriptional signal (FPKM reads) in pregnant and non-pregnant UA. Supplementary Table S3. Transcripts identified with positive transcriptional signal (FPKM reads) in pregnant and non-pregnant UA. Supplementary Table S4. Differentially expressed Genes between pregnant and non-pregnant UA. Supplementary Table S5. Altered GO: Cellular component and Molecular function between pregnant and non-pregnant UA. Supplementary Table S6.Altered KEGG pathways between pregnant and non-pregnant UA. Supplementary Table S7. Differentially expressed gene clusters between pregnant and non-pregnant UA. Supplementary Table S8. TRUSTR transcription factor motif enrichment for differentially expressed gene clusters between pregnant and non-pregnant UA. Supplementary Table S9. Evidence for different types of alternative splicing events (ASE) in pregnant and non-pregnant UA. Supplementary Table S10. Differentially spliced genes between pregnant and non-pregnant UA. Supplementary Table S11. Gene Ontology and KEGG pathways for differentially spliced genes between pregnant and non-pregnant UA. Supplementary Table S12. Overlap of DEGs and DASEs between pregnant and non-pregnant UA. Supplementary Table S13. Gene ontology and KEGG pathways for splicing up/down and gene expression up/down between pregnant and non-pregnant UA. RNA Sequencing data availability: The RNA sequencing data from this study have been deposited in to Gene Expression Omnibus (GEO) Sequence Read Archive (SRA) with accession number GSE143327.

## Abbreviations

UA	Uterine Arteries
PGESA	Pre-Ranked Gene Set Enrichment Analysis
TF	Transcription Factor
GO	Gene Ontology
DEGs	Differentially-Expressed Genes
ASE	Alternative Splicing Events
DASE	Differential Alternative Splicing Events

How the deposited data were processed for this re-analysis (not part of the article)

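RNA of the uterine artery (UA) was measured by RNA-seq in 3 pregnant Sprague-Dawley rats on gestation day 20 and 3 non-pregnant rats in diestrus, with 1 library per rat. The authors trimmed the reads with cutadapt, aligned them to Rnor_6.0 with Hisat2, quantified transcripts with StringTie and computed FPKM (fragments scaled to transcript length and library size) with ballgown, and these FPKM values were used as deposited. The deposited log2 fold changes are the authors' differences between the group means of log2(FPKM + 1), pregnant minus non-pregnant. The deposited p-values and q-values come from the authors' linear model and its adjustment for multiple tests. For 0 genes did a deposited p-value differ by more than 0.001 from that of an ordinary unpaired linear model on log2(FPKM + 1). The tables hold 14743 genes and 18677 transcripts. Reads per gene are not part of FPKM, so the counting error of a value is unknown and the precision was taken from the 3 replicates of each group.

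Groups were compared in R 4.3.3 with limma 3.58.1, as a linear model per gene on log2(FPKM + 1) with variances moderated along a trend with expression. Adjusted p-values were computed by the Benjamini-Hochberg method. The sample labels give no pairing of the rats, so the model has no term for the replicate numbers. The paper names a paired test in the legend of Figure 2 and a paired model for its splicing events. Its deposited p-values for genes are nevertheless those of an unpaired model. DEGs were called at an unadjusted p of at most 0.05, a 1.5-fold change and a mean FPKM of at least 0.5 in at least 1 group. Differential transcript usage was tested with limma's diffSplice for genes with at least 2 transcripts that passed the same FPKM minimum. Gene sets with at least 5 genes were tested with limma's camera at an inter-gene correlation of 0.01. K-means clustering used gene-centred log2(FPKM + 1) of the 2000 genes with the largest SD, with 4 clusters, 25 starts and seed 1. The overlap of DEGs with the spliced genes of the paper's Supplementary Table S10 was tested with Fisher's exact test against all genes tested for expression. Single values of 3 against 3 replicates have a smallest exact p of 0.1.

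The main tests, their thresholds, the alternatives, the first marker lists and the rule for naming genes were chosen before the data were examined. Further tests, of explanations for patterns seen in the values, were chosen afterwards and are described as such with their results. Named were the genes that the paper names in its Results, the receptor, growth factor and vasodilator genes of its Introduction, the genes of the marker lists, and the 5 DEGs with the largest rise and the 5 with the largest fall, among DEGs that have a symbol and whose groups do not overlap. Genes singled out after their values were seen are described as such where they appear. The first marker lists cover vascular smooth muscle, endothelial, fibroblast, adipocyte, Schwann cell and neuron, macrophage, T and NK cell, B and plasma cell, neutrophil, mast cell, erythroid, hepatocyte, proliferation, interferon response, decidua, uterine epithelium and rat placenta genes. Lists of small intestine, foetal and myometrium genes were added after the values had been seen, and Tpm1, Tpm3, Cald1 and Dmd were chosen after their transcript usage was seen.

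The alternatives were pseudocounts of 0.1 and 0.5, no filter on FPKM and a minimum of 1, upper-quartile scaling, quantile normalization, limma without the trend, an ordinary linear model, a library-size covariate, a block for the replicate number, protein-coding genes, and each library left out in turn. What is called the library-size covariate is the sum of each library's log2 values up to their 75th percentile. It is computed from FPKM, so the number of reads does not enter it. Set tests were repeated with fry, with the correlation estimated for each set and without RT1 genes. Transcript usage was repeated on isoform fractions, with a limma test per transcript and Simes' combination per gene in place of diffSplice. The overlap with spliced genes was repeated at a q of at most 0.1. The steps were tested on simulated data. Of 200 genes changed among 14470, 94% were recovered at an adjusted p under 0.05 (limma, Benjamini-Hochberg), and 5.53% of the calls were unchanged genes. For transcript usage, 86.6% of 186 changed genes were recovered among 2900, with 6.94% of the calls unchanged. In this simulation no gene changed as a whole, so the rates do not cover DEGs, which make up 44 of the 93 genes called. For gene sets, all 10 of the changed sets among 70 were recovered and 0 unchanged sets were called. The simulated genes varied independently of each other, so the simulation could not test the fixed inter-gene correlation used for camera.

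Left out were the qPCR, the motif analysis and the junction counts behind the splicing events, which were not analysed here. Gene lists that were incomplete in the copy of the supplementary tables read here were not tested. GC content was not examined, since it needs a genome sequence, which was not used here.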

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

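The tests of the interferon response against macrophage genes, of the intestinal list and of the foetal list, and the comparison of Afp with hepatocyte markers, were chosen only after the result was seen, and the test of blood was not.

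Interferon response genes are a signal in genes that the paper does not discuss as a group. The median log2 fold change of the list was 2.74, and 15 of its 16 genes were higher in pregnant UA. The exception was Ifit1, at -0.40 (limma, Benjamini-Hochberg adjusted p = 0.0506). The most abundant were Mx2 (246 FPKM in pregnant and 20.2 in non-pregnant UA) and Irf7 (96.7 and 12.3), and the values of Mx1 and Mx2 are uncertain where similar copies share reads. Of the 16 genes, 12 rose by more than every macrophage marker, whose highest value was 1.81, so a larger share of macrophages alone does not account for the rise. The groups do not overlap for 16 of 16 genes, Ifit1 included, for which chance gives 10% per gene. The 3 pregnant and 3 non-pregnant rats differ in pregnancy, which stays open as the source and untested, and which may be stated only as a hypothesis.

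Afp is a gene of the fetus and the liver that the paper does not discuss. It had 5.74, 15.8 and 12.0 FPKM in pregnant replicates 1, 2 and 3 and 0.460, 0.794 and 0.391 in the non-pregnant libraries. The log2 fold change of Afp was 2.89 (SE 0.29, limma, Benjamini-Hochberg adjusted p = 1.73e-04) and ranged from 2.61 to 3.27 with 1 library left out. Within both groups it was highest in replicate 2, as were 15 of 20 hepatocyte markers. Across the groups it did not follow them: 16 and 15 of the 20 hepatocyte markers were higher in non-pregnant replicate 2 than in pregnant replicates 1 and 3, for example Alb with 179 FPKM against 135 and 155, whereas Afp was lower there than in both. Hbe1, singled out after its values were seen, had 2.21, 9.93 and 0.463 FPKM in the pregnant libraries and was listed at 0 in the non-pregnant ones. Foetal tissue or blood carried into the pregnant libraries is a candidate source. Of 11 genes in a separate foetal list only 3 were in the table (Gpc3, Igf2 and Ahsg, of which Ahsg is also a hepatocyte marker), with a median of 0.22 and Gpc3 the most abundant (148 FPKM in pregnant and 127 in non-pregnant UA), too few to decide, so carried-over foetal RNA and expression by the pregnant artery cannot be told apart.

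Fabp2 is an intestinal gene that the paper does not discuss. It had 23.7 FPKM in pregnant replicate 1, 1.50 and 0.0681 in pregnant replicates 2 and 3, and was listed at 0 in the non-pregnant libraries. Si, singled out with it after the values were seen, had 6.73, 0.125 and 0.00756 FPKM in the pregnant libraries, and Apoa4 had 35.1, 4.73 and 0.677. A separate list of intestinal genes, with 12 of 24 genes in the table and 2 of them (Krt19 and Cdh1) also among the uterine epithelium markers, was 0.25 higher in pregnant replicate 1 than in the other pregnant libraries. That excess was above those of 99.99% of 10000 random lists matched on expression, and 7 of the 12 genes were highest in that library. Intestinal tissue or RNA carried into pregnant replicate 1 is therefore a candidate explanation, found and tested on the same libraries. The most abundant genes of the list, Lgals3 (105 FPKM in pregnant UA) and Dgat1 (20.5), have 86.2 and 19.2 FPKM in the non-pregnant arteries, where 10 of the 12 genes have a mean of at least 0.5 FPKM. No biological explanation was tested.

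Erythroid genes rose by a median of 1.83 on the log2 scale, with all 8 genes in the table (7 of 10 symbols) higher, and the paper does not discuss them (limma camera, Benjamini-Hochberg adjusted p = 1.19e-05). All 8 had an adjusted p under 0.05 over all genes and adjusted over the list alone (limma, Benjamini-Hochberg). The most abundant were Hba-a2 (1964 FPKM in pregnant and 537 in non-pregnant UA) and Hbb (1381 and 288). The values of the Hba genes are uncertain because near-identical copies share reads. Blood left in the pregnant arteries may account for the erythroid rise itself, which was not tested. Blood as the source of the immune genes was tested with the T and NK cell markers, whose median was 0.47 against 1.29 for the macrophage markers, and 0.80 against 1.35 at a pseudocount of 0.1. The T and NK cell markers lie near the floor, with a median FPKM of 1.04 in pregnant and 0.643 in non-pregnant UA, and neutrophil markers rose by a median of 1.26. Within the pregnant group all 8 erythroid genes were highest in replicate 2, where 11 of 12 macrophage markers were lowest, but that is 1 library. Blood left in the arteries and immune cells of the artery wall therefore cannot be told apart.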

How the results depend on the processing

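The odds ratio of splicing direction and expression direction was put through the alternatives only after its result was seen, and the other tests in this part were not. Each alternative changes 1 choice, except the isoform fraction, which changes both the unit and the test.

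The number of DEGs stayed within 1.5 times 2336 under every alternative run, from 2238 without non-pregnant replicate 3 to 3260 at a pseudocount of 0.1. Removing the FPKM filter changed no count, since every tested gene passed it, and says nothing about stability. For 315 genes, which cover the named genes with all marker lists and the genes chosen after the values were seen, 5318 values under the alternatives were compared with the reported ones: 5081 kept direction and side of the threshold, 159 became weaker, 52 stronger and 26 reversed. The ordinary linear model accounts for 43 of the weaker values, among them those of Mylk, Oxtr, Agt and Fosb. The cause of the other changes was not tested.

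The 26 reversed values belong to 13 genes whose changes lay between -0.08 and 0.15. With 1 library left out at a time, the log2 fold change of Ccz1b ranged from -0.0080 to 0.061, the log2 fold change of Pgf from -0.073 to 0.11, the log2 fold change of Vash1 from -0.0096 to 0.13 and the log2 fold change of Calcrl from -0.0021 to 0.27. Among the endothelial markers the log2 fold change of Cdh5 ranged from -0.065 to 0.074, the log2 fold change of Emcn from -0.0027 to 0.19, the log2 fold change of Erg from -0.046 to 0.21 and the log2 fold change of Tie1 from -0.021 to 0.13. For the hepatocyte marker Cyp2e1 the log2 fold change of Cyp2e1 ranged from -0.43 (without non-pregnant replicate 1) to 0.43 (without non-pregnant replicate 2). In the myometrium list the log2 fold change of Edn1 ranged from -0.079 to 0.13, the log2 fold change of Hoxc11 from -0.051 to 0.088, the log2 fold change of Hoxd9 from -0.22 to 0.048 and the log2 fold change of Prlr from -0.19 to 0.19.

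The libraries whose absence reversed a direction were pregnant replicate 1 (Pgf and Cdh5), pregnant replicate 2 (Ccz1b, Edn1, Hoxc11 and Prlr), pregnant replicate 3 (Cyp2e1), non-pregnant replicate 1 (Ccz1b, Pgf, Cyp2e1, Hoxd9 and Prlr), non-pregnant replicate 2 (Vash1 and Cdh5) and non-pregnant replicate 3 (Calcrl, Emcn, Erg, Tie1 and Edn1). Quantile normalization also reversed the log2 fold change of Cyp2e1 (-0.0027), the log2 fold change of Emcn (-0.020) and the log2 fold change of Tie1 (-0.021). The library-size covariate, computed from FPKM and not from read counts, reversed the log2 fold change of Cyp2e1 (-0.20), the log2 fold change of Hoxd9 (0.0028) and the log2 fold change of Prlr (-0.0031). Upper-quartile scaling reversed the log2 fold change of Cdh5 (0.0014). The direction of these genes is therefore not settled, and the cause was not tested.

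Camera with the correlation estimated for each set called 0 of 71 sets, with 26 at an unadjusted p under 0.05, against 56 at the fixed correlation. The lowest adjusted p was 0.0953 (limma, Benjamini-Hochberg), the adjusted p was higher for 71 of 71 sets, and the cause was not tested. The gene set results therefore depend on the fixed correlation. Fry called 67 (55 of the 56 among them), quantile normalization 51, and the fits without 1 library from 51 (without non-pregnant replicate 2) to 56. Of 479 values of named sets under alternatives other than fry and the estimated correlation, 474 kept direction and side of the threshold, 3 became weaker and 2 stronger.

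Differential transcript usage depended most on the settings. Against 93 genes, a pseudocount of 0.1 called 66, of which 55 were among the 93. A minimum mean FPKM of 1 called 61 (60 of them among the 93) and the isoform fraction 10 (7 of them). The fits that each left out 1 library called from 46 (without non-pregnant replicate 3) to 111 genes (without non-pregnant replicate 1). They called 61, 51 and 53 without pregnant replicates 1, 2 and 3. Of the 93 genes, 31 to 68 were called in each of these 6 fits. The higher minimum tests 2488 genes in place of 3017, and the cause was not tested. Of 55 values for 5 named genes, 41 kept direction and side of the threshold, 13 became weaker and 1 stronger.

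The sample labels give no pairing, and the correlations of replicates with the same number were -0.0240, 0.193 and 0.0486 over 13414 genes. A block for the replicate number gave 18 genes with differential transcript usage (17 of the 93), 2378 DEGs and 56 sets.

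With the spliced genes limited to a q of at most 0.1, the overlap fell to 103 genes, the genes with higher expression and lower splicing to 34 and those with lower expression and higher splicing to 21, as 611 spliced genes enter in place of 1454. The odds ratio of the overlap reversed, from 0.796 to 1.08. It ranged from 0.654 to 0.833 in the other alternatives run. The odds ratio of splicing direction and expression direction, 0.525 with p = 0.0452 in Fisher's exact test, stayed under 1 in the alternatives run but lost its threshold at a q of at most 0.1 (0.608, p = 0.298). With 1 library left out it ranged from 0.461 (without pregnant replicate 3, p = 0.0150) to 0.590 (without non-pregnant replicate 1, p = 0.0941) in Fisher's exact test, with p above 0.05 in 4 of these 6 fits. This relation is therefore not stable, and the cause was not tested.

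The k-means clusters kept a group of lower and a group of higher genes, but their sizes moved. Cluster A held 324 genes when 1000 genes were used. Cluster C held 81 genes after division by the gene SD, 123 at a pseudocount of 0.1 and 447 with 1000 genes, and cluster D held 1035, 1064 and 160. The smaller cluster was of another kind in 2 of these, with 70 of 81 genes higher and its peak in pregnant replicate 1 after division by the SD, and 123 of 123 genes lower at a pseudocount of 0.1. With 1000 genes the clusters are smaller by construction, and the cause of the other changes was not tested.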

Differences from the paper's values

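No test in this part was chosen after the result was seen. The paper's text gives 922 genes for antigen processing and presentation in cluster C, and Supplementary Table S7 lists 22 symbols, all found in the table. None of the alternatives set before the data were examined applies to this count.

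Several numbers differ by less than 1.5 times. The paper reports 2245 DEGs, 1275 higher and 970 lower, against 2336, 1325 and 1011 here, and an ordinary linear model per gene gives 2245, 1275 and 970. With protein-coding genes only, 970 are lower. The paper gives a signal for 14308 and 14317 genes and for 17950 and 17906 transcripts in non-pregnant and pregnant UA, against 14695, 14688, 18556 and 18567 here, and a mean FPKM of at least 0.5 gives the paper's values. The paper's shared genes number 190, with 61 higher in expression and lower in splicing, against 193 and 62 here. Settings that move further away are a pseudocount of 0.1, with 1498 lower genes, spliced genes at a q of at most 0.1, with 103, 34 and 21 shared genes, and the other k-means settings, while the 4 cluster sizes of the paper are those found here. The paper counts 1686 spliced genes, and its Supplementary Table S10 holds 1464 different genes, while genes counted once per event type and direction add up to the paper's 1686. The text gives 1154 skipped exon events, 36 retained introns, 34 alternative 3' splice sites and 35 genes with decreased skipped and mutually exclusive exons, against 1554, 37, 35 and 36 in that table. The paper counts 13 upregulated genes that it describes as new, with rises of 10 to 13-fold. Here 14 DEGs rise at least 10-fold, but this counts every such gene, so the numbers are not like for like. The paper counts 3 genes for the axon initial segment, and its list holds 4, of which 3 are in the table.

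The paper calls Usp18 and Grem1 top upregulated genes. By log2 fold change over all genes Usp18 ranked 13 and Grem1 14. The fall that the paper gives in folds for its downregulated genes is found here on the log2 scale, with S100g at -7.08 and Col6a4 at -4.23. The Discussion gives the shared genes with the directions exchanged relative to the Results, and 62 genes were higher in expression and lower in splicing here, against 40 with the opposite pattern. The paper gives its splicing threshold as an FDR together with a p, and the events in Supplementary Table S10 have a p of at most 0.0500 and a q of up to 0.632. For the events of Figure 8, inclusion in that table was higher in pregnant UA for Traf3ip1 (0.769 against 0) and Abhd14b (1 against 0.318) and lower for Asic5 (0.274 against 1) and Kif1a (0.0883 against 0.754).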

Other observations

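The tests of the unequal fall of smooth muscle markers, of antigen binding without RT1 genes, of the uterine wall list and of the matched overlap, and the test of the liver list, were chosen only after the result was seen.

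The 6 libraries can be split into 3 and 3 in 10 ways. The real split was the only one with as large a count for the DEGs, for the DEGs at an adjusted p under 0.05, for transcript usage and for gene sets, that is 1 of 10 for each. The highest counts of the other splits were 93, 2, 12 and 29. For gene sets the other splits called from 13 to 29 of the 71, although none had more than 2 DEGs at an adjusted p under 0.05. With 10 splits the share cannot fall under 0.1, so chance cannot be excluded on this count.

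Smooth muscle markers outside the calcium and contraction lists, 8 genes, all fell, by a median of -0.67 with a range from -1.26 to -0.37. A lower share of smooth muscle cells in the pregnant arteries and lower expression in each cell cannot be told apart, because both lower these markers. A lower share as the only change was tested with the spread of the falls of all 12 markers, whose variance was 4.92 times their mean squared standard error and 3.12 to 6.78 times over the alternatives. A lower share alone gives equal falls only where smooth muscle is the sole source of each marker, which was not tested. The unequal falls therefore do not decide whether a lower share is the whole cause.

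Genes of the AMPK, PPAR, fatty acid and lipolysis pathways of cluster A, 26 genes, fell by a median of -0.97. Less fat around the pregnant arteries may contribute. Of the adipocyte markers outside these pathways, 5 genes, 4 fell and the median was -0.33, which is less than the fall of the pathway genes, and 2 passed the thresholds. With 5 markers it stays open.

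The rise of immune genes was compared with the other cell types. A lower share of smooth muscle would raise all other types alike, but the macrophage median exceeded the endothelial one by 1.22, and 10 of 11 endothelial markers lay below the lowest macrophage marker. Reads shared between RT1 copies were tested by leaving the RT1 genes out, and 6 of 7 sets with RT1 genes stayed called. For antigen binding the adjusted p without RT1 genes was 0.236 (limma camera, Benjamini-Hochberg) over 14 genes with a median of 0.10, so its rise and shared reads cannot be told apart. All 30 RT1 genes in the table were higher, with a median of 1.04.

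Histone genes rose together with proliferation markers. Of 38 histone genes 37 were higher, also under upper-quartile scaling and quantile normalization, with a median of 1.32, and 27 were DEGs. Of 12 proliferation markers 12 were higher, Pcna (45.8 FPKM in pregnant and 31.7 in non-pregnant UA) and Top2a (20.1 and 3.48) being the most abundant, with a median of 1.46 (limma camera, Benjamini-Hochberg adjusted p = 2.17e-09), and 12 passed over all genes and 12 adjusted over the list alone. More dividing cells may therefore account for the histone genes, although single histone genes share reads between copies.

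Hepatocyte markers were highest in replicate 2 of both groups for 15 of 20 genes, against 11.6% of all genes and 11.1% by chance. Liver RNA or cells carried into these libraries and expression that varies between rats cannot be told apart, since 17 of the markers are members of the cluster in which the pattern was noticed and of the 3 others 1 had it. The most abundant was Alb, at 227 FPKM in pregnant and 82.3 in non-pregnant UA.

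The falling DEGs were lowest in non-pregnant replicate 2 for 467 of 1011 genes, against 247 and 297 in replicates 1 and 3. A smaller share of uterine wall muscle in that library was tested with a separate list of 12 genes found of 17, whose median was -0.08 there and higher than those of 21.6% of random lists matched on expression, while 8 of the 12 genes were lowest in that library. The count goes with a smaller share and the median does not decide, so it stays open. Of these genes 4 were higher in pregnant UA with a median of -0.09, and 4 passed over all genes and 4 adjusted over the list alone. Pdgfrb was the most abundant, at 52.3 FPKM in pregnant and 41.2 in non-pregnant UA.

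Gene length and depth were tested for the DEGs as a whole. After removal of the trend with gene span (Spearman rho -0.0622), 2246 of 2336 DEGs stayed past the fold threshold. After quantile normalization 2260 of 2336 were shared. Neither is the whole cause of the differences. GC content was not examined.

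Spliced genes had a median FPKM of 14.9 against 9.48 for the background, which may change their overlap with the DEGs. Of 10000 draws matched on mean expression, 4.70% shared as few genes, with a mean of 215 and a range of 169 to 263, against 193 here. Matching brings the expected number closer to 193 but does not decide the question. The draws came from all genes tested for expression, whether or not a splicing event could be detected in them.

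Other marker lists are given as values. Decidua (7 of 10 genes in the table) had 1 gene higher and a median of -0.59 (limma camera, Benjamini-Hochberg adjusted p = 0.103, and 0.0277 to 0.189 with 1 library left out), and 5 genes passed over all genes and 6 over the list alone. Its most abundant genes were Pgr (9.17 FPKM in pregnant and 43.1 in non-pregnant UA) and Foxo1 (15.9 and 17.5). Uterine epithelium (6 of 10) had 1 gene higher and a median of -0.34 (limma camera, Benjamini-Hochberg adjusted p = 0.226, and 0.0294 to 0.380 with 1 library left out), and 2 genes passed in each way. Msx1 (5.25 and 6.17 FPKM) and Krt8 (4.91 and 6.02) were its most abundant. Decidua was called without non-pregnant replicate 2, at 0.0277, and uterine epithelium without pregnant replicate 1, at 0.0294. Rat placenta had only 2 of 14 genes in the table, with a median of 0.08, and 0 passed, also 0 at an unadjusted p under 0.05 (Tpbpa 0.510 and 0.223 FPKM, Ascl2 0.352 and 0.510). The small intestine list had 8 of 12 genes higher and a median of 0.36, and 10 passed in each way. The foetal list had 2 of 3 genes higher and 1, Igf2, passing in each way, with a change of -0.32.

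Genes of the Introduction were examined as well. Rxfp1 fell from 26.2 to 4.17 FPKM, a log2 fold change of -2.39 (SE 0.12, limma, Benjamini-Hochberg adjusted p = 5.47e-06), and Agtr2 changed by -1.66 (SE 0.29). Esr1 and Gper1 changed by -0.74 and -0.75. Ramp1 changed by -0.46, Ramp2 by 0.47 and Ramp3 by 0.36, the last with an adjusted p of 0.115 (limma, Benjamini-Hochberg). Igf1 rose by 1.23 (SE 0.08) and Bmp6 by 0.72 (SE 0.08). Vegfc changed by -0.12, Pgf by 0.02 and Calcrl by 0.15. Nos3 rose by 0.48 (SE 0.10), and Cbs changed by -0.95 (SE 0.16).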
